# Nitric oxide required for transition to slower hepatic protein synthesis rates during long-term caloric restriction

**DOI:** 10.1172/JCI189798

**Published:** 2026-01-02

**Authors:** Hector H. Palacios, Edward Cao, Adelaide Cahill, Hussein Mohamad, Marc K. Hellerstein

**Keywords:** Aging, Hepatology, Metabolism, Nitric oxide, Proteomics

## Abstract

Calorie restriction (CR) extends maximal lifespan and maintains cellular homeostasis in various animal models. We have previously shown that CR induces a global reduction of protein fractional synthesis rates (FSRs) across the hepatic proteome in mice, but the timing and regulatory mechanisms remain unclear. Nitric oxide (NO), a bioactive molecule upregulated during CR, is a potential regulator of protein synthesis. To explore the role of NO in hepatic proteome fluxes during CR, we used in vivo deuterium labeling from heavy water and liquid chromatography/mass spectrometry–based (LC/MS-based) flux proteomics in WT and NO-deficient (NO^–^) mice. We observed a transition to reduced global protein FSRs that occurred rapidly between days 25 and 30 of CR. NO deficiency, whether genetic or pharmacological, disrupted the slowing of proteome-wide fluxes and the beneficial effects on body composition and physiology. Administering the NO donor molsidomine restored the reduction in hepatic FSRs in NO^–^ mice. Furthermore, inhibiting NO pharmacologically, whether starting on day 1, day 14, or day 24 of CR, mitigated the reduction in hepatic protein FSRs at day 32, highlighting NO’s critical role during the transition period. These results underscore the importance of NO in CR-induced changes in proteostasis and suggest NO as a potential CR-mimetic target, while offering a specific time window for identifying other signals and testing therapeutic interventions.

## Abstract 2

Nitric oxide is essential for caloric restriction-induced reduction in liver protein synthesis, occurring as a rapid transition event between weeks 4-5.

## Introduction

Calorie restriction (CR) is widely acknowledged as an effective intervention for extending healthspan and lifespan in animal models (1–4). We (2, 5, 6) and others (7–9) have reported that CR substantially reduces proteome-wide hepatic protein synthesis and breakdown rates in mice, resulting in longer protein half-lives and reduced absolute protein synthesis. This proteostatic phenotype has also been confirmed in CR-mimetic mouse models with lifespan extension, such as mice administered rapamycin and Snell-Dwarf mice (5). Studies in lower organisms (e.g., *Caenorhabditis* *elegans*) also reveal evidence for general slowing of protein translation efficiency during CR (10–14). However, the underlying regulatory mechanisms and signals remain unknown. Therefore, it is important to understand how global protein turnover is regulated and to examine the detailed time course involved in the transition to slower protein synthesis rates during CR (2, 6, 15, 16).

Aging impairs cellular function, in part through increased oxidative stress and diminished nitric oxide (NO) bioavailability (17). Under physiological conditions, NO plays a critical role in a wide range of biological functions, including signaling, homeostasis maintenance, and immune response (18–20). The reduction of NO during aging may partially explain the increase in inducible NO synthase (iNOS) expression as a compensatory mechanism (21). In contrast, during CR, iNOS expression decreases in association with reduced oxidative stress and improved metabolic function (17, 21, 22) and may mitigate cellular damage by enhancing NO production (17–19, 22), reducing superoxide production, and modulating nutrient-sensing pathways like mTOR (23).

NO potentially represents a strategic target for CR interventions aimed at improving health and combating the deleterious effects of aging (24). Of the diverse pathways known to change under CR, many coalesce at the point of protein translation. NO, through signal transduction pathways, can mediate the inhibition of protein synthesis through dephosphorylation of the translation initiation factor 4E-BP1 (25). In addition, NO-mediated regulation of gene expression involves the activation of multiple kinases that phosphorylate the translation initiation factor eIF2 (15, 26), leading to its inactivation and a reduction of translation initiation and repression of global protein synthesis (26).

Taken together, these factors motivated the current studies aimed at investigating, in fine detail, the timing of CR-induced slowing of hepatic protein turnover rates and the role of NO in this process. We examined liver tissue from mice on a CR diet, which involved a 30% reduction in food intake compared with the ad libitum (ad-lib) control (Con) group over a period of 9 days up to 170 days. The CR mice were provided food daily at 1200 hours, ensuring a regular feeding schedule. We used in vivo heavy water labeling and liquid chromatography tandem mass spectrometry–based (LC-MS/MS-based) flux proteomics based on mass isotopomer distribution analysis (MIDA) (2, 5, 27, 28) to measure protein fractional synthesis rates (FSRs) in proteins across the liver proteome. Our hypotheses were: (a) that the time course of CR-induced slowing of global hepatic protein synthesis rates will reveal clues to the underlying signals involved; (b) that alterations in hepatic protein synthesis rates will not parallel changes in hepatic gene expression; (c) that there will be a marked role of iNOS in the effects of CR on hepatic proteome fluxes and on the physiological and biological consequences of CR; and (d) that deficiency of NO production (NO^–^), either genetically or pharmacologically, will also lead to unfavorable physiologic outcomes, in addition to inhibiting the effects of CR on hepatic proteome fluxes, and that these effects will be reversed by pharmacologic replacement of NO.

## Results

### CR time course and in vivo metabolic labeling procedures for proteome-wide synthesis rates.

To investigate the effect of CR on protein synthesis rates across the global hepatic proteome and gain a deeper understanding of the time course and underlying signaling mechanisms, we conducted an intensive time-course study using C57BL/6J mice (*n* = 120). Starting from 6 weeks of age and after an acclimatization period, the mice were individually housed and subjected to CR, in which they consumed 30% less food compared with the Con mice. We included the following time points for in vivo labeling studies: 0 days (baseline Con), 9, 14, 20, 25, 27, 28, 29, 30, 31, 32, 40, 42, 73, and 170 days (Figure 1A). Age-matched Con mice, which were not subjected to CR, were used to establish 0 days as the baseline for protein turnover rates and to assess the variability of our flux proteomics measurements under ad libitum feeding conditions. The day 0 Con mice were labeled for 4 days prior to the assessment of hepatic protein kinetics. The coefficient of variation (CV) in these baseline samples served as a reference point for statistical analyses of all subsequent time points. We then selected time points aimed to capture the early, transitional, and long-term effects of CR on hepatic proteome turnover (Figure 1A).

We used stable isotope labeling and MS/MS analysis with the MIDA approach (2, 5, 27, 29) to measure hepatic protein turnover rates (FSRs) as the primary outcome of this study. This approach involves i.p. injection of 99.8% ^2^H_2_O to increase the ^2^H enrichment of body water in mice to approximately 5%. Subsequently, we provided 8% ^2^H_2_O in the drinking water to maintain the body water ^2^H-enrichment constant at approximately 5% during the labeling period (2, 5, 30). Hepatic proteins were extracted and subjected to trypsin digestion (2, 5, 27). The resulting peptides were analyzed using LC-MS/MS, allowing for identification and kinetics analysis of the parent proteins (Figure 1B).

Body weight is an important assessment of CR that changes in less than 10 days following intervention (31, 32). To closely monitor changes throughout the study, we conducted regular body weight measurements. We observed a significant decrease in body weight (*P* < 0.05) within the first week of initiating the experiments (Figure 1C). The average body weight of the mice in the CR group was 26.0 ± 2.0 g at 6–7 weeks of age (start of CR) and 26.6 ± 1.4 g at the final time point (31 weeks of age) (Figure 1C). Weight regain and stabilization were consistent with previous observations that C57BL/6 mice regain weight over time during prolonged CR (33, 34).

Short-term CR can improve glucose homeostasis in male mice (35), so we measured plasma glucose levels (Figure 1D) after a 6-hour fast. This measurement revealed a significant effect of CR in lowering fasting plasma glucose concentrations (*P* < 0.05).

### Time course of hepatic proteome-wide protein synthesis rates.

From the comprehensive list of detected proteins that passed analytic criteria (2, 27, 36), we paired all proteins in each group at each time point and evaluated the log_2_ fold change (FC) of each protein’s FSR (CR over Con) to assess the effects of CR on hepatic protein FSRs (Figure 2). Proteins that had a higher value in the CR group than the Con group were classified as “Up” in response to CR. Conversely, if the FSR value was lower in the CR group, the protein’s FSR was classified as “Down.” Each time-course experiment was sorted from the highest log_2_(FC_FSR_) value to the lowest. To evaluate significance, we performed a binomial statistical test (i.e., the probability that *x* number of coin tosses would result in the distribution of Up vs. Down FSRs), presenting the results as 2-tailed *P* values, which are quantified in Figure 2. Additionally, we analyzed proteins represented across all time points (Supplemental Figure 3). This analysis indicates no significant changes in hepatic proteome kinetics prior to 25 days of CR. However, a transitional period is observed between 25 and 30 days, followed by a marked global reduction in FSR values after 30 days of CR.

To establish a cutoff for statistical stringency in binomial comparisons, we calculated the CV for each protein for the Con and CR groups. We then used the average of all the CVs as a proxy for variability within the experiments (37–39). Any change in value greater than the average CV was considered above the cutoff and is highlighted in red in Figure 2. This approach provided us a comprehensive method to determine the effect of CR on protein turnover rates and to identify proteins that exhibited substantial changes in response to interventions.

### Observing a transition period or threshold event in hepatic proteome FSRs during CR.

To facilitate a comprehensive understanding of the proteome-wide FSR time-course changes (Figure 2), we summarized the data using a standard score (*z* score), where each FSR value was positioned relative to the mean of the group. Through this standardization, each identified protein FSR allowed for easier comparisons between Con and CR across the different time points (Figure 3A). The number of individual proteins with either a lower FSR after CR intervention (Figure 3A, depicted in black on the left) or a higher FSR (Figure 3A, depicted in red on the right) are shown at each time point. The percentages shown indicate the proportion of proteins that exhibited either lower or higher FSR values under CR. The distribution of these changes was day 0: 54% down, 46% up; day 9: 62% down, 38% up; day 14: 56% down, 44% up; day 20: 63% down, 37% up; day 25: 52% down, 48% up; day 27: 70% down, 30% up; day 28: 66% down, 34% up; day 29: 64% down, 36% up; day 30: 74% down, 26% up; day 31: 85% down, 15% up; day 32: 76% down, 24% up; day 40: 92% down, 8% up; day 42: 82% down, 18% up; day 73: 85% down, 15% up; and day 170: 77% down, 23% up.

Using these percentage values after logarithmic transformation (–log_2_), we examined the distribution of proteins with decreased FSRs under CR over time (Figure 3B, top panel). We also evaluated changes in variability using CV values, which showed a 3-fold greater degree of change (Figure 3B, bottom panel).

These analyses revealed a clear inflection pattern. During the first 25 days of CR, FSR values exhibited relatively minor changes, fluctuating between 52% and 63% of proteins showing modest downregulation (FSR <25% change). After day 25, a transition to more prevalent lower FSR values emerged, with 74%–85% of proteins affected by days 30–32, with an almost vertical slope and a doubling of the degree of change observed compared with before day 25 (Figure 3B). This period around 4–5 weeks after the start of CR represents a transitional event that suggests a threshold effect. This high prevalence of lower FSR values across the proteome was maintained for the remainder of the time course. Notably, when considering the values that surpassed the CV cutoff, the statistical differences became more pronounced (Figure 3B).

The identification of a transition event between days 25 and 30 of CR allowed us to generate a heatmap using the log_2_ FC between CR and Con FSRs depicting uniquely up- or downregulated fluxes that separate this important period (Figure 3C). Specific proteins that were differentially expressed (opposites between day 25 and day 30 by their FC) by being “uniquely” upregulated or downregulated under CR at day 30 compared with day 25 were identified (Figure 3C).

To further characterize the differences in protein expression between day 25 and day 30 of CR, we analyzed protein FSRs using Gene Ontology (GO) for proteins uniquely decreased or increased at day 30. As expected, pathways related to body composition and weight loss, such as fatty acid metabolic processes, were downregulated at day 30. Interestingly, differentially upregulated GO Biological Processes at day 30, not observed on day 25, included amino acid metabolic processes (Figure 3D).

Label-free quantitative proteomics (40–42), followed by within-proteome absolute synthesis rates (WPASRs) (5) at both day 25 and day 30, using a normalized signal intensity quotient (Q) was performed to validate our observations. Principal component analysis (PCA) (Supplemental Figure 4A; supplemental material available online with this article; https://doi.org/10.1172/JCI189798DS1) shows that CR at day 30 was the principal distinct component. Sample normalization of the WPASR (adjusted to the median for systemic differences among samples, followed by log_10_ transformation on individual values and data scaled to the mean center) are represented on the heatmap in Supplemental Figure 4B and show marginal changes at day 25 of CR, where only 56.7% of WPASRs were decreased under CR compared with its time-matched Con. Meanwhile, at day 30 of CR, 71.4% of WPASRs were decreased.

### Comparing hepatic protein FSRs with gene expression.

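Liver RNA was sequenced from 12 male mice in 4 groups of 3, which were Con mice fed ad libitum and mice under 30% CR, each at day 25 and at day 30. The authors mapped paired-end reads to the mm10 mouse genome with BWA. The header of the deposited table records that reads on exons were then counted with HOMER and that 1 RefSeq transcript was kept per gene. The deposited values are FPKM, the reads on a gene's exons scaled by exon length and by the reads of the library, without further scaling between libraries. Because the authors counted whole reads, the FPKM of genes with few reads fell on whole multiples of the value of 1 read, and these steps gave back the depth of each library (100% of the 1500 low values used per library were whole). At day 25, the depth was 16855199 to 18407953 reads in Con mice (median 18377853) and 15748714 to 21195833 reads in CR mice (median 20110038). At day 30, it was 20482119 to 22546442 reads in Con mice (median 21329229) and 19449078 to 23345532 reads in CR mice (median 23326357). Between 78.1% and 84.3% of a library's reads lay on exons. From the deposited values, log2(FPKM + 1) was computed for each gene, and CR was compared with Con at each time point in 1 limma model of the 4 groups, with a spread that was allowed to vary with expression. Genes were counted as changed at a Benjamini-Hochberg adjusted p under 0.1 and an absolute log2 fold change of at least 1, the thresholds given in the legend of Supplemental Figure 1. The pseudocount of 1 makes the fold change of genes with low FPKM smaller than the ratio of their FPKM. With 3 mice per group, an exact permutation test of a single gene cannot reach a p below 0.1, so the test of each gene rests on the spread shared across genes and groups.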

To gain a comprehensive understanding of gene expression during CR over the course of the transitional period (days 2–30), we performed RNA-Seq on hepatic mRNA for these 2 time points (Figure 4). 

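The deposited table lists 24537 genes, of which 18362 were above 0 in at least 1 of the 12 libraries and 6175 were listed at 0 in all of them. A single library had 15353 to 15893 genes above 0, and 13680 genes were above 0 in every library. An FPKM of at least 0.1 in at least 1 library was reached by 15323 genes, and an FPKM of at least 1 in at least 1 library by 11180 genes. The comparisons between Con and CR mice cover the 10593 genes with an FPKM of at least 1 in at least 3 libraries, the size of a group.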

Filtering out low-quality reads yielded 15,082 genes. 

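The protein side of the comparison used the FSRs that the paper gives for 3 Con and 3 CR mice per time point in the supporting data of Figure 4, which hold 245 entries under 227 protein names. Where a name had more than 1 entry, the entry with the larger mean peptide count was kept. Gene symbols were assigned to the names from a list written by hand, and 226 of the 227 names led to a gene of the RNA-Seq table. Of these names, 44 belong to genes with near-identical copies, such as the major urinary proteins, whose reads the counting could have split between copies. The FSR change was the log2 ratio of the CR mean to the Con mean for proteins with at least 2 values in each group. It could be computed for 178 proteins at day 25 and for 171 at day 30. By these ratios, the FSR was lower under CR for 91 proteins, higher for 86 and equal for 1 at day 25, so that 51.1% were lower. At day 30, the FSR was lower for 127 proteins and higher for 44, so that 74.3% were lower. A direction for both the FSR and an mRNA past the filter on low FPKM was available for 170 proteins at day 25 and 163 proteins at day 30.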

Matching and comparing the expression of protein FSRs and gene expression (see Supplemental Figure 1 for overview) were conducted for day 25 (Figure 4A) and day 30 (Figure 4B), with a focus on targets identified in both the proteomics and RNA-Seq datasets. The proteins were then sorted from highest to lowest on the basis of the protein FSRs. 

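At day 25, the FSR and the mRNA changed in the same direction for 79 of 170 proteins (46.5%) and in different directions for 91 proteins (2-sided exact binomial test against equal shares, p = 0.399). Both were higher under CR for 52 proteins and both lower for 27, while 60 proteins had a lower FSR with a higher mRNA and 31 had a higher FSR with a lower mRNA. At day 30, the direction was the same for 66 of 163 proteins (40.5%) and different for 97 proteins (the same exact test, p = 0.0185). Both were higher for 25 proteins and both lower for 41, while 83 proteins had a lower FSR with a higher mRNA and 14 had a higher FSR with a lower mRNA. The share at day 30 moved most when only the 62 proteins whose FSR change exceeded the mean coefficient of variation were kept, to 46.8% (exact binomial p = 0.704).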

The resulting tables in Figure 4, A and B, present the number of genes and protein FSRs with concordant or discordant expression patterns. Statistical analysis using binomial distribution 2-tailed *P* values was applied to generate the tables in Figure 4, A and B. Additionally, a vertical dotted line is shown to distinguish faster (left) from slower (right) FSR values. This analysis reveals that systematic changes in protein FSRs during CR, including those occurring between days 25 and 30, are not manifested in mRNA measurements.

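The mRNA was more often higher than lower at both time points, and the FSR was more often lower at day 30, while at day 25 it was higher for 83 and lower for 87 of the matched proteins. Uneven directions change how often independent measures coincide. If the FSR and the mRNA changed independently, the shares of rises in each would give the same direction for 49.6% of proteins at day 25 and for 41.5% at day 30. Fisher's exact test of FSR direction by mRNA direction (2-sided) gave p = 0.421 at day 25 and p = 0.846 at day 30, so neither time point departed from independent directions. Across proteins, which are not independent replicates, the sizes of the changes had a Pearson correlation of -0.152 at day 25 (permutation p = 0.0516, Benjamini-Hochberg adjusted p = 0.0687 over the 2 time points) and 0.135 at day 30 (permutation p = 0.0687, adjusted p = 0.0687). The Spearman correlation was -0.123 at day 25 (permutation p = 0.110, adjusted p = 0.150) and 0.113 at day 30 (permutation p = 0.150, adjusted p = 0.150). The median mRNA log2 fold change of the matched proteins was 0.096 at day 25, with 112 genes higher and 58 lower under CR (2-sided exact binomial p = 4.2e-05), and 0.16 at day 30, with 108 genes higher and 55 lower (p = 4.0e-05). The median FSR change was -0.0077 on the log2 scale at day 25 (exact binomial p = 0.818) and -0.19 at day 30 (p = 1.6e-11). At day 25 the median mRNA change depended on the scaling between libraries, since quantile normalization gave 0.068 (exact binomial p = 0.145). From the counts of concordant and discordant directions at both time points, the paper concludes that the systematic changes in FSR during CR, including those between days 25 and 30, are not manifested in mRNA.

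**Figure D1:**
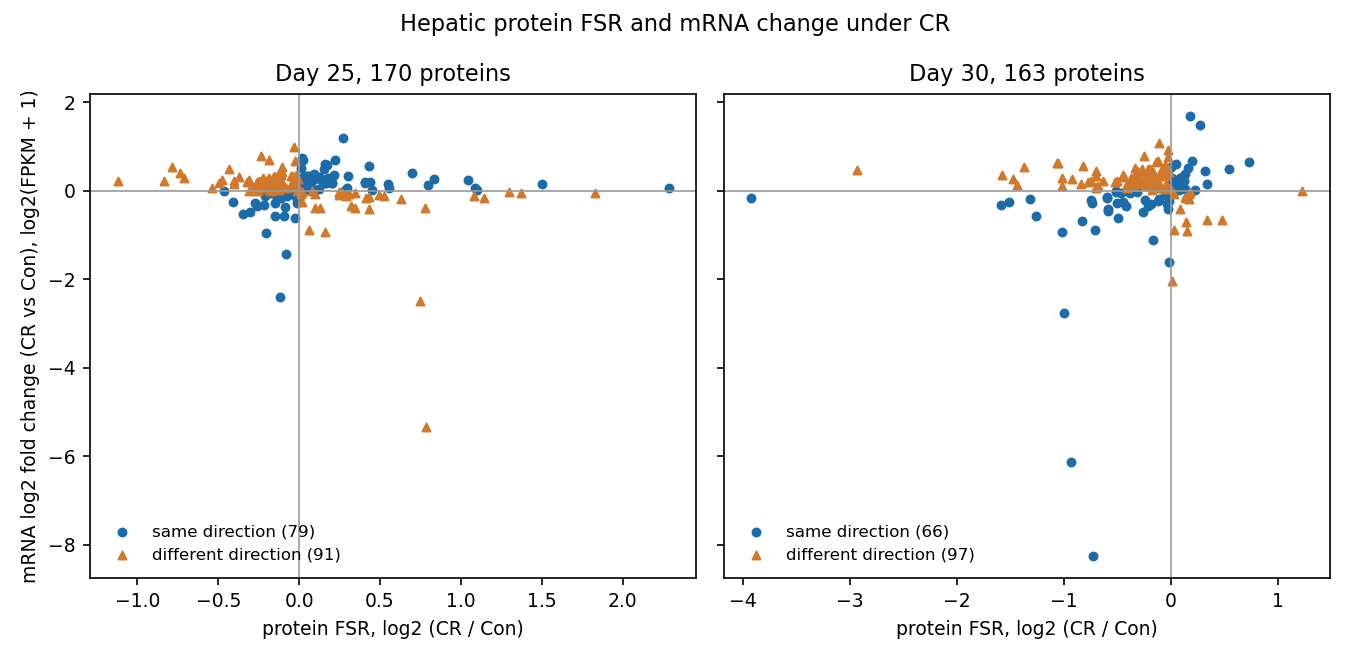
Change in protein FSR (horizontal axis, log2 of the CR mean over the Con mean) against change in mRNA (vertical axis, log2 fold change on the log2(FPKM + 1) scale from limma) for the 170 proteins matched at day 25 (left) and the 163 matched at day 30 (right). Each point is 1 protein, circles have the same direction in both measures and triangles do not, and the lowest point in each panel is Mup17, at -5.33 and -8.26.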

A biologic “lag” between gene transcription and protein translation (43) may explain why fluctuations in mRNA levels did not correspond to changes in protein levels. Our labeling approach analyzed protein turnover rates over a period of 4 days, however, which is much longer than the usual time for the message to be translated for protein synthesis (43, 44). These findings suggest that posttranscriptional regulatory mechanisms are at work here.

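At day 30, the matched proteins with the largest falls in FSR were pyrethroid hydrolase Ces2a, enoyl-CoA hydratase (Echs1) and protein disulfide-isomerase A3 (Pdia3), with log2 changes in FSR of -3.92, -2.94 and -1.59. The FSR of Ces2a in CR mice rests on 2 mice and its SD was larger than its mean (0.0490 ± 0.191, SD, n = 2, against 0.744 ± 0.335, SD, n = 3, in Con mice). The mRNA of Ces2a, a gene whose reads could be shared with near-identical carboxylesterase genes, changed by -0.16 on the log2 scale (standard error 0.17, adjusted p = 0.528 from limma with Benjamini-Hochberg adjustment). The SD of the FSR also exceeded its mean for Echs1 in CR mice (0.0433 ± 0.178, SD, n = 3). The FSR of Pdia3 in CR mice rests on 2 mice. Echs1 mRNA was higher by 0.47 (standard error 0.14, adjusted p = 0.0444 from limma), against the direction of its FSR, and Pdia3 mRNA changed by -0.33 (standard error 0.14, adjusted p = 0.113 from limma). The FSR rose by 1.23 at day 30 for cytosolic serine hydroxymethyltransferase (Shmt1), with a Con mean from 2 mice, and its mRNA changed by -0.00410 (standard error 0.15, adjusted p = 0.988 from limma). The sign of the Shmt1 mRNA change flipped with median-ratio scaling. Aldh4a1, which encodes delta-1-pyrroline-5-carboxylate dehydrogenase, had an FSR change of -0.78 at day 25 and 0.54 at day 30, while its mRNA was higher by 0.53 at day 25 (standard error 0.12, adjusted p = 0.0204 from limma) and by 0.50 at day 30 (standard error 0.12, adjusted p = 0.0183). At day 25, the FSR fell most for the carrier Aralar2 (Slc25a13, -1.12) and long-chain acyl-CoA dehydrogenase (Acadl, -0.84), whose mRNA log2 fold changes were 0.21 (standard error 0.094, adjusted p = 0.187 from limma) and 0.22 (standard error 0.10, adjusted p = 0.212). The CR mean of Slc25a13 and the Con mean of Acadl each rest on 2 mice. The FSR rose most for Aldh9a1 (2.29), hemoglobin subunit alpha (Hba-a1, 1.83) and stress-70 protein (Hspa9, 1.50), with Con means from 2 mice for Aldh9a1 (0.0765 ± 0.104, an SD larger than the mean) and Hspa9. Their mRNA log2 fold changes were 0.062 (standard error 0.11, adjusted p = 0.790 from limma) for Aldh9a1, -0.048 (standard error 0.58, adjusted p = 0.973) for Hba-a1 and 0.15 (standard error 0.091, adjusted p = 0.346) for Hspa9. The sign flipped for Aldh9a1 with quantile normalization and for Hba-a1, a gene with a near-identical copy, with median-ratio scaling.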

### Exploring the role of NO in hepatic proteome fluxes.

We then asked whether there is a role for NO in the regulation of the hepatic proteostatic response to CR. To establish the broad time course of changes, we first placed iNOS-KO mice (B6.129P2-^Nos2tm1Lau^/J) (45–47) (NO^–^ mice) under 30% CR for either 10 weeks (time [T]: T73) or 22 weeks (T170). Prior to tissue collection, the mice were labeled with ^2^H_2_O for a period of 4 days. Both NO^–^ mice (*n* = 20) and Con C57Bl6/J mice (*n* = 24) were started on the study protocol at 6 weeks of age and were randomly divided into 4 groups: Con (*n* = 12), NO^–^ (*n* = 10), CR (*n* = 12), and NO-CR (*n* = 10) (Figure 5A).

To compare flux differences, we calculated the log_2_ FC (log_2_[FC_FSR_]) values for each protein compared with the ad-lib Con, as described above. This allowed us to determine the distribution of proteins with higher (Up) or lower (Down) FSR values on a global scale. Statistical analysis was performed using binomial distribution analysis with a 2-tailed *P* value. Additionally, to enhance the rigor of our analysis, we considered proteins with changes that exceeded their CV thresholds.

We first saw, after 10 weeks (Figure 5B, top panel), that CR alone led to a marked slowdown in hepatic protein FSRs, with approximately 83.8% of proteins displaying a lower FSR compared with the Con group at 10 weeks. When considering values above the CV threshold, 58.1% had a lower FSR, while only 5.7% had a higher FSR compared with the Con group. Interestingly, these effects were diminished in the NO-CR group, with approximately 61.9% of proteins showing a lower FSR. When considering the CV threshold, approximately 46.7% of proteins in the NO-CR group exhibited a lower FSR. To test the significance of changes in protein downregulation between the CR and NO-CR groups at 10 weeks (quantified in Table 1), we used the Fisher’s exact test, which showed a significantly decreased effect between these 2 groups (*P* = 0.008).

In contrast, the NO^–^ group had distinctly higher hepatic protein FSRs, with 75.2% of proteins exhibiting a higher turnover rate compared with the Con group. Among these changes, approximately 29.5% of proteins had a significantly higher FSR above the CV, while only 9.5% had a slower FSR compared with the Con group.

At 22 weeks (Figure 5B. bottom panel), the NO^–^ group had higher FSRs (73.6%) in hepatic proteins compared with the Con group. Among proteins above the CV, 32.6% had a higher FSR, while 9.6% had a lower FSR than did the Con. CR alone decreased the hepatic proteome FSRs by 78.1%, with 53.9% of proteins above the CV being downregulated, while only 8.4% were upregulated. Notably, the NO-CR group showed significantly higher FSR values than did the Con group (*P* = 8.1^–6^), with 66.3% of proteins being upregulated. However, when considering values above the CV, only 13.5% had a higher FSR, while 28.1% had a decrease in the FSR. We performed Fisher’s exact test to compare protein FSR downregulation between the CR and NO-CR groups (Table 1). At 22 weeks, the global effects of CR on protein FSRs were reversed in the absence of NO. The comparison showed that 78.1% of proteins were downregulated under CR, while 33.7% were downregulated in the NO-CR group (*P* = 1.5 × 10^–8^).

### Exploring the role of NO in physiological outcomes.

We then asked whether there is a functional role for NO in the physiological outcomes showing a response to CR. We first compared body weights (Figure 6A) measured over time. Previous studies have shown that iNOS-KO mice exhibit significant increases in body weight and fat content, a reduced respiratory exchange ratio (RER), lower carbon dioxide production (VCO_2_), and decreased heat production compared with Con, suggesting an impaired metabolic rate and altered substrate utilization (48). We observed significant body weight differences between the Con and CR groups during the first week of intervention (Figure 6A). After 7 and 10 weeks of CR, the NO-CR mice were significantly heavier than the CR group. Measurements of food consumption showed no significant differences (Figure 6A).

To assess NO production, we measured plasma nitrate and nitrite levels, normalized to mouse body weight, as a proxy (20, 49, 50). These stable byproducts of NO are a preferred measurement because of the short lifespan of NO (51). We observed lower nitrate-plus-nitrite (nitrate+nitrite) levels in the NO^–^ groups compared with the Con group, under both CR and ad-lib conditions. In addition, CR significantly increased nitrate+nitrite levels (Figure 6B).

To evaluate energy usage and behavioral movement, we utilized metabolic cages (comprehensive lab animal monitoring system [CLAMS]) (refer to Supplemental Figure 2 for metabolic cage outcomes) and measured the RER, heat production measured as kcal/hr (HEAT), and movement scores (vertical plane [Ztot], horizontal plane total movement [Xtot], and ambulatory movement [Xamb]) (Figure 6C). As we described previously, CR induces a wide circadian shift in the RER related to the meal-feeding pattern of food intake (the mouse’s entire daily ration of food is ingested over the 2–3 hours each day rather than being spread out over 24 hours; ref. 52) compared with Con. CR mice displayed a significantly lower AUC of RER values during the dark cycle (*P* < 0.05), which is consistent with predominantly fat utilization after the first few hours of food intake (52). This effect, however, was not observed in the NO-CR group (Figure 6C). We also measured de novo lipogenesis (DNL) (Figure 6D), as previously described (36, 53, 54). CR mice displayed a trend toward lower DNL values compared with Con mice (*P* < 0.07) in the measured period. Notably, NO-CR mice exhibited a statistically significantly higher DNL compared with CR mice (*P* < 0.05).

To assess insulin sensitivity, we measured fasting plasma glucose levels (Figure 6E) and conducted glucose tolerance tests (GTTs) and insulin tolerance tests (ITTs) (Figure 6F). Both fasting plasma glucose levels and AUC analysis from the GTTs showed statistically significantly higher glucose concentrations in the NO^–^ group than in the Con group (*P* < 0.05), confirming previous observations that iNOS-KO mice exhibit altered glucose homeostasis (48). However, CR effectively mitigated these effects, with no significant differences observed between the CR and NO-CR groups in either test. The ITT, performed after a 6-hour fast, revealed no statistically significant changes across any group by AUC analysis.

Several behavioral and performance tests (Figure 6G) were conducted. (a) The inverted pole sensorimotor test (32, 55, 56) was performed and involves placing the mouse with its head up on top of a pole and measuring the time it takes to orient the body downward and descend. The scoring was based on time, where a higher score indicates a worse outcome. Our results indicated that both the Con and NO^–^ groups, under ad-lib conditions, had similarly lower performance scores (Con mean: 5.22, NO^–^ mean: 6.67) compared with the CR groups. CR mice attained the highest performance score, with a mean score of 1.1. However, this improvement was attenuated in the NO-CR group, which had a mean score of 3.78. (b). The treadmill test (representing fatigue-like behavior [ref. 57] and aerobic fitness [refs. 32, 58]) was performed by placing mice on a treadmill and gradually increasing the speed until exhaustion. Both the Con and NO^–^ groups, under ad-lib conditions, had similarly lower performances (Con group mean: 625 meters traveled, NO^–^ group mean: 495.1 meters traveled) compared with the CR groups. CR mice had the highest performance, with a mean distance of 1,803 meters traveled. However, this improvement was reduced in the NO-CR group of mice, which traveled a mean distance of 1,315 meters before reaching exhaustion. The mean difference between the CR and NO-CR groups was 488 meters (*P* = 0.0368). (c) The cage top suspension test was performed to assess sensorimotor reflexes and motor response by measuring the latency of a mouse to fall, for up to 60 seconds, while suspended upside down from a wire cage top (32, 59, 60). Our results indicated that the NO^–^ group had the lowest performance, with an average time of 19.0 seconds before falling. The CR and NO-CR groups exhibited the highest performance of remaining on the wire cage top, going beyond the allocated 60 seconds. (d) The wire-hang test involves a method used to assess muscle performance (32, 61) by measuring the time it takes for the mouse to lose its grip on a wire, up to 60 seconds. Our results indicated that the NO^–^ mice had the lowest performance, with an average time of 2.167 seconds before falling. The Con mice had an average time of 12.0 seconds before falling. Again, the CR group had the best performance, with an average time of 21.4 seconds before falling, and this effect was attenuated in the NO-CR group, in which the average time before falling decreased to 9.6 seconds.

*Can the reversal of CR effects on hepatic proteome fluxes by iNOS KO be overcome?* Focusing more closely on the period that included the transition between day 25 and day 30, we conducted a 6-week CR intervention experiment to determine whether the prevention of CR effects on hepatic proteome fluxes by NO^–^ can be rescued (Figure 7). We administered molsidomine (Mols), a NO donor that is metabolized by hepatic esterases. This is a liver-specific metabolic process that converts Mols into its active metabolite, SIN-1, which subsequently releases NO (62–64). The inclusion of Mols in the experiment addressed whether the effects of CR on proteome regulation in the NO^–^ mice were mitigated by NO replacement. Considering the short half-life of Mols in plasma of approximately 1–2 hours, we administered Mols continuously via the drinking water. Mols was administered at a dose of 120 mg/L (65, 66) and was maintained for the duration of the 6-week CR intervention.

Several key observations are apparent (Figure 7A). First, at 6 weeks after the start of the study (which began for mice at 6 weeks of age), the NO^–^ group had a significantly higher fraction of proteins with increased FSRs (67.4% of proteins). When considering only those proteins above the CV, 14.9% showed increased FSRs, whereas 9.7% had a decrease in FSRs. Within the CR group, the majority of proteins (73.7%) showed slower FSRs, and considering those above the CV, 27.4% were downregulated, with 10.3% showing upregulation. In the NO-CR group, the effects of CR were lessened significantly (Table 2), going from 73.7% under CR to 56.0% in the NO-CR group (*P* = 0.049). These findings confirmed our observations at 10 and 22 weeks of CR (Table 1).

In the Mols rescue group (NO^–^+Mols, Figure 7B), the trends toward higher FSRs with NO^–^ alone were significantly diminished, dropping from 67.4% of proteins with higher FSRs in the NO^–^ group alone compared with 55.2% after Mols administration. Notably, the effects on protein FSRs in the NO-CR group were rescued after daily administration of Mols for the 6-week intervention (Table 2). The effect of CR alone on reduced FSRs was maintained in the NO-CR+Mols group at 72.7% (*P* = 0.457).

These results demonstrate that the administration of Mols to NO-CR mice can restore the effects of CR alone on protein FSRs.

### Reversing the effects of CR through pharmacological inhibition of iNOS.

Next, we explored the inhibition of iNOS pharmacologically with aminoguanidine (AG), a highly selective inhibitor of iNOS, during the first 6 weeks after initiating CR. AG has been shown to be more than 50 times more effective at inhibiting the enzymatic activity of iNOS compared with eNOS or neuronal NO synthase (nNOS) (67–70). The experimental mice were placed on 6 weeks of CR, beginning at week 6 of age. AG was administered by dissolving it in the drinking water at a concentration of 2 mg/mL (71, 72) and was provided daily to mice in both the CON and CR groups (Figure 8A).

We observed 79.0% of proteins with higher FSRs in the AG-treated group compared with the Con group. Notably, 53.6% of the proteins were upregulated beyond the CV, which aligns with our findings in NO^–^ genetic KO mice. In the CR group, a total of 65.1% of protein fluxes were downregulated, with 34.2% of them falling above the CV threshold.

The effects of CR were reversed by AG administration during the 6-week period of CR: 70.1% of proteins had higher FSRs, with 36.4% exceeding the CV threshold. These findings are consistent with our previous observations with the genetic KO, demonstrating that in the absence of NO, the effects of CR on slowing down protein turnover rates were either markedly weakened, as seen at 6 weeks of CR in the genetic NO-CR group (Figure 7A) or completely reversed, as observed at 22 weeks of CR in the genetic NO-CR group (Figure 5B) and at 6 weeks of CR in the pharmacological AG-CR group (Figure 8A).

### Investigating the role of NO in the transitional event during CR.

In order to assess in finer detail the effects of NO on the transition that occurs between day 25 and day 30 of CR (Figure 3), we conducted a time-course study with AG administration (Figure 8B). Mice were placed on a CR regime for 32 days, and AG was administered daily by dissolving it in their drinking water at 2 mg/mL, starting at different time points — day 1 (T1), day 14 (T14), or day 24 (T24) — and continuing until study termination at day 32.

First, we compared the effects of CR with the ad-lib Con group at day 32. We observed that 71.3% of proteins had lower FSR values, with 37.4% exceeding the CV threshold. The CR+AG groups over the 32-day time course were then compared.

The time-course study revealed that inhibition of NO by AG effectively reversed the effects of CR on hepatic proteome fluxes when initiated at the start of the experiment on day 1 (T1). Hepatic proteome flux analysis showed that 58.3% of proteins had a higher FSR, with 22.6% being above the CV threshold, when compared with CR alone. This effect was also observed when AG was started at day 14 of CR (T14), when 66.1% of proteins had higher FSR values, with 29.6% of these being above the CV threshold. Most remarkably, starting the inhibition of NO by AG at day 24 (T24), one day before the previously observed transition period, blocked the effect of CR alone, with 56.5% of proteins having higher FSR values, and with 23.5% of these being above the CV threshold.

Accordingly, reversal of the effects of CR on the hepatic proteome was observed whether AG was administered throughout the entire duration of CR or only during the 8-day transition period preceding day 32. This highlights that NOS inhibition during this discrete time window of CR prevents the downregulation of hepatic proteome fluxes.

## Discussion

Protein replacement rates have emerged as a promising focus for aging and lifespan extension research (2, 5, 30). Understanding the underlying mechanisms of these interventions is crucial. However, both the time frame involved in the beneficial effects of these interventions and the signaling mechanisms involved remain unclear.

Advances in proteome dynamics using heavy isotope labeling followed by LC-MS/MS analyses have facilitated the understanding the suppression of protein synthesis rates by CR. We (2, 5) and others (Rabinovitch and colleagues, refs. 7–9) have reported consistently lower protein turnover rates in CR, although other authors have also reported that CR increases protein synthesis as a mechanism of lifespan extension (73–77).

We present here results using heavy water labeling and combinatorial analyses (MIDA) (27) to define the detailed time course of changes in hepatic proteome-wide protein fluxes and the role of NO. We found modest, not consistently substantial, hepatic protein turnover changes between the Con and CR groups during the early stages of CR (days 9–25). However, starting from days 25–32, we observed a striking inflection toward systematically slower protein turnover rates, which persisted or intensified as the period of CR progressed (days 43–170). These findings suggest that comprehensive remodeling of hepatic protein fluxes evolves within approximately 30 days of CR and that the period between days 25 and 32 may reveal underlying signals of this adaptation and represent a discrete period for therapeutic interventions.

A hallmark of aging is a loss of the ability to maintain proteostasis, leading to a wide array of dysregulated metabolic processes that affect physiologic and health outcomes (4, 78–80). CR and CR mimetics have been shown to preserve cellular proteostasis and ensure proper protein quality control through mechanisms such as chaperone-mediated autophagy (81). Although the causal processes that underlie CR-induced lifespan extension in rodents remain unproven, a reduction in protein turnover during CR may contribute in several ways. Reducing the metabolic load on cells, the demands for energy, and the accumulation of misfolded or damaged proteins may be critical factors in promoting cellular health and longevity. It has been suggested that the translation capacity of the cell can change during CR, and mitochondrial biogenesis during CR has been a key focus of study. For example, Nisoli et al. (82) reported that mice on a 30% CR diet for 3 months exhibited increased mitochondrial biogenesis, indicated by higher mitochondrial DNA content, elevated expression of the mitochondrial biogenesis regulators PGC-1α, NRF-1, and Tfam, and higher levels of cytochrome c oxidase and cytochrome C (82). However, our findings here are not consistent with increased mitochondrial biogenesis and protein synthesis. Instead, we observed here and previously (2, 5) that most gene ontologies, including those for mitochondrial proteins, exhibit globally slower protein turnover rates in liver during CR.

We examined whether CR modulates NO-dependent proteins under endogenous or pharmacologically provided NO. At both 10 and 22 weeks of CR, 78% of proteins showed consistent regulation in the hepatic proteome (Supplemental Figure 5A). Without NO, CR resulted in no significant differences compared with the Con (Supplemental Figure 5B). Pharmacological restoration of NO with Mols rescued the CR effects, with only 12.4% of proteins remaining inconsistent between CR and NO-CR+Mols (Supplemental Figure 5C).

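Few of the genes that encode the proteins with measured turnover passed the thresholds for a change in mRNA. At day 25, 4 of the 170 genes did, and 2 of these changed in the direction of the FSR of their protein. These were Mup17, Mup18 and Gstp1, which have near-identical copies, and Got1, and apart from Mup17 they were named after their values were seen. The mRNA of Got1, which encodes cytoplasmic aspartate aminotransferase, was higher by 1.20 on the log2 scale at day 25 (standard error 0.28, adjusted p = 0.0202 from limma with Benjamini-Hochberg adjustment), beside an FSR change of 0.27. At day 30, 9 of the 163 genes passed both thresholds, and 7 of these changed in the direction of the FSR. Among them, Selenbp2, which encodes selenium-binding protein 2 and lies on chromosome 3 of mm10 from 94693573 to 94704406, had an FPKM of 138 ± 49.9 (SD, n = 3) in Con mice and 1.02 ± 0.858 (SD, n = 3) in CR mice. Its FSR change was -0.94. Selenbp2 was placed in a multigene family, whose members could share reads, so its value is less certain. At day 25 it did not pass (log2 fold change -2.40, adjusted p = 0.111 from limma). With the replicate number of the mice as a block it also passed at day 25 (adjusted p = 0.0125 from limma), beside an FSR change of -0.12. Without the minimum fold change, 30 of the genes at day 25 and 60 at day 30 had an adjusted p under 0.1.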

Interestingly, contrary to some reports (83, 84), changes in protein turnover rates during CR did not occur at the transcriptional/mRNA level. Instead, CR increased protein half-lives without clear corresponding changes in gene expression. These findings suggest that the important signals driving protein changes during CR are primarily controlled at the posttranscriptional/translational level.

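Over all 10593 genes tested, most mRNA changes under CR were small. At day 25, the log2 fold change lay within 0.5 of 0 for 91.2% of genes and its median was -0.039. At day 30, it lay within 0.5 of 0 for 88.0% of genes and its median was -0.068. An absolute log2 fold change of at least 1 was reached by 177 genes at day 25 and by 244 at day 30. The 3 CR mice lay all above or all below the 3 Con mice for 28.2% of genes at day 25 and 36.4% at day 30, where the average over all splits of 3 against 3 is 10%. Genes change together across mice, so a single split can exceed this average by chance.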

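To set the mRNA of the matched proteins against other genes of similar abundance, 10000 random gene lists of the same size, matched on mean expression, were drawn at each time point. The median log2 fold change of such lists was 0.084 at day 25 and 0.083 at day 30. The median of the matched proteins' genes lay at percentile 65.3 of these lists at day 25 and at percentile 97.9 at day 30, so that at day 30 these mRNAs were higher under CR than nearly all lists of equally abundant genes, while most of their proteins had a lower FSR.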

In terms of function, CR enhances NO bioavailability by converting arginine to citrulline through NOS activity (17, 19, 85, 86). Moreover, a link between NO production and lifespan has been observed in living organisms, as bacterial NO extended the lifespan of *C*. *elegans* (10). Indeed, NO appears to play a key role as a regulator of many CR-linked pathways that regulate proteostasis (87–90), which motivated NO as a target here. Previous studies have shown that NO can inhibit translation both in vitro and in vivo, leading to the stalling and collision of ribosomes (91, 92). This activates several ribosomal stress surveillance pathways, including the ribosome quality control mechanisms. NO-induced ribosome collision enhances GCN2-mediated phosphorylation of eIF2α, which collectively may contribute to the inhibition of global protein synthesis. These findings align with our observations that increased NO bioavailability during CR is associated with reduced protein synthesis rates and that disrupting this process can affect both protein translation processes and protein surveillance systems (93).

Hepatic proteome flux analyses revealed that many proteins in NO^–^ mice had higher turnover rates than did those in Con mice. Conversely, the ability of CR to slow down the hepatic proteome was markedly impaired in NO^–^ mice. Protein turnover was consistently higher in the absence of NO. For example, beyond 30 days of CR in every experiment performed, CR led to a reduction in protein turnover, but the majority of proteins had higher FSRs in NO-CR mice compared with mice subjected to CR alone.

Administering the NO-generating drug Mols during CR rescued the proteome-wide effects of CR in NO-CR mice, with 72.6% of proteins exhibiting downregulation. These findings highlight the regulatory role of NO in modulating hepatic proteome fluxes during CR and identify potential pharmacologic strategies targeting NO metabolism for CR mimetics.

When examining the transitional event of CR over a 32-day period, we discovered that pharmacological inhibition of NO with AG at various time points reversed the effects of CR on hepatic proteome fluxes, regardless of whether the inhibition was applied throughout the entire 32-day CR period, was initiated the last 18 days of CR, or began specifically at day 24 of CR. Thus, even when it was present only during the final 8 days, AG effectively prevented the slowing of protein turnover by CR.

In addition, the effects of NO on mouse physiology revealed distinctive effects of this signaling molecule, including on body composition, behavior, and physical performance. iNOS-KO mice had previously been shown to have altered glucose homeostasis toward insulin resistance (48). Concordant with these findings, the NO^–^ group showed increased glucose concentrations in plasma both during fasting and after a GTT, although no difference was observed between the CR and the NO-CR groups.

The effects of CR were consistently beneficial in terms of physiology and behavior, while the NO^–^ and NO-CR groups consistently showed less favorable outcomes. In the inverted pole test, mice in the Con and NO^–^ groups exhibited similar performances under ad-lib conditions, but mice in the CR group performed the best, while the NO-CR group showed limited improvement. In the treadmill test, mice in the Con and NO^–^ groups also had lower performances compared with the CR groups, with the CR group displaying the highest performance and the NO-CR group showing lower performance. In the Cage top test, the NO^–^ group had the lowest performance, while the CR and NO-CR groups had higher performances. Similarly, in the wire-hang test, the NO^–^ group had the lowest performance, and the CR group had the highest performance. Overall, mice in the CR groups consistently outperformed the Con and NO^–^ groups, while mice in the NO-CR group had somewhat lower performances compared with those in the CR group.

Rabinovitch’s group, in a series of important studies (7–9), utilized ^2^H_3_-leucine labeling followed by LC-MS/MS to examine the effect of CR on proteome regulation and age-related cardiac dysfunction. Their studies demonstrate that CR enhances protein homeostasis in the heart by improving intracellular calcium handling and autophagy via mTOR suppression. They found that 10 weeks of CR suppressed protein synthesis rates, and 10 weeks of either CR or rapamycin treatment, initiated at an older age, rejuvenated the aging mouse heart by altering proteome turnover and remodeling. These findings align with our key result of increased protein half-lives in liver in response to CR. While Rabinovitch’s group primarily focused on cardiac tissue, they observed similar increases in protein half-lives in the liver after CR, consistent with our findings.

In summary, we focused here on hepatic protein synthesis rates in relation to CR and NO signaling. Our findings show that substantial changes in global protein turnover rates occurred around days 25–32 of CR and persisted through at least approximately 6 months of CR. These changes were not accompanied by corresponding alterations in gene expression. 

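The change from day 25 to day 30 could be compared for the 155 proteins matched at both time points. The FSR change under CR was lower at day 30 than at day 25 for 103 of these proteins (66.5%, 2-sided exact binomial p = 5.1e-05), with a median difference of -0.17 on the log2 scale. The mRNA change under CR was lower at day 30 for 70 of the corresponding genes (45.2%, exact binomial p = 0.261), with a median difference of 0.023. Both binomial tests take each protein as independent, so p does not measure the spread between mice. Across these genes, which are not independent replicates, the mRNA changes at the 2 time points had a Pearson correlation of 0.921, and the FSR changes had one of -0.280. A Pearson correlation gives most weight to the largest changes, such as those of Mup17 mRNA (-5.33 and -8.26) and Selenbp2 mRNA (-2.40 and -6.13). Some of the FSR means rest on 2 mice. No rank correlation between the time points was computed for these proteins, so the contrast of the 2 values is uncertain.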

Our data show a crucial role of NO in CR for protein synthesis pathways and for maintaining physiologic improvements. Beneficial effects of CR on physiology and behavior were consistently observed, while a reduction of NO genetically or pharmacologically disrupted the ability of CR to slow down protein turnover rates and resulted in worse physiologic performance. Pharmacologic replacement of NO rescued CR effects. Moreover, pharmacological inhibition of NO even during the final 8 days of a 32-day CR intervention effectively reversed the effects of CR on protein turnover rates. These findings underscore the importance of NO signaling in the proteostatic effects of CR, provide a narrow time window to target CR-mimetic interventions, and may offer valuable insights into underlying mechanisms of aging and longevity.

## Methods

### Sex as a biological variable.

Our study examined male mice on the basis of previous studies analyzing CR FSRs, which were also conducted using male mice. Since our study followed these previous studies, using male mice provided consistency and comparability in results. It is currently unknown whether the findings are relevant for female mice, and future studies are necessary.

### Mouse models.

Six-week-old male C57Bl/6J Con mice and B6.129P2-Nos2tm1Lau/J–transgenic mice (NO^–^) were purchased from The Jackson Laboratory (stock no. 002609). All mice were housed individually and maintained under temperature- and light-controlled conditions (12-hour light/12-hour dark cycle, lights on at 0700 hours and off at 1900 hours). Mice were randomly assigned to the ad-lib or CR group. Mice in the AL group were provided unrestricted access to the NIH41 diet (diet no. 58YP, TestDiet). CR mice were provided an NIH41-fortified diet (diet no. 5TPD, TestDiet) at 30% less calories than the AL group, with weekly adjustments to maintain body weight at approximately 75% of the AL group average. Food was provided daily at 1200 hours. All mice were kept on their diets for a total of 9–170 days. The body weight of each mouse was measured 3 times per week. Mice were labeled with heavy water 4 days before sacrifice. The proteomics approach presented here was based on a previous publication (2).

### GTTs and ITTs.

For GTTs, mice were fasted overnight, and glucose (2 mg/g) was administered i.p. For ITTs, mice were fasted for 4  hours, and insulin (0.75 U/kg) was administered.

### In vivo respirometry.

Whole-body energy expenditure (VO_2_, VCO_2_) was recorded at the indicated environmental temperatures using a CLAMS (Columbus Instruments).

### Heavy water–labeling protocol.

To measure the rates of in vivo protein replacement, mice were labeled with an i.p. injection of 100% ^2^H_2_O 4 days prior to sacrifice. Mice were provided free access to 8% heavy water as drinking water during the labeling period, as previously described (2, 5, 27).

### Blood, plasma, and tissue collection.

Upon completion of each study, the mice were anesthetized under 3% isoflurane, and blood was collected via cardiac puncture, followed by cervical dislocation and tissue collection. Following centrifugation of the blood, plasma was collected and stored at –80°C. Upon dissection, the liver was cut into several small pieces (~20–100 mg) that were then flash-frozen in liquid nitrogen for further analysis.

### Calculation of DNL.

The measurement of newly synthesized palmitate formed during ^2^H_2_O labeling period was assessed using a combinatorial probability model of polymerization biosynthesis, as described previously (53, 54, 94, 95). MIDA, along with body ^2^H_2_O enrichment, was used to determine the theoretical maximum enrichment of palmitate during the period of label exposure (27, 54, 94, 95) and to calculate fractional contributions from the DNL pathway.

### NO assessment.

To assess NO levels in plasma, NO_2_/NO_3_ levels were measured using a commercial kit from Cayman Chemical (catalog 780001). The Griess reaction was used according to the provided protocol. The values obtained from the Griess assay represent the combined amount of nitrite and nitrate (NO) (96, 97). Data were normalized to body weight.

### Measurement of ^2^H_2_O enrichment in body water.

Enrichment of ^2^H_2_O in body water (blood) was measured via chemical conversion to tetrabromoethane by gas chromatography–mass spectrometry (GC-MS) analysis as previously described (2, 5, 30). Body water ^2^H_2_O enrichment values (*p*) were used to calculate the fractional synthetic rate (*f*) of peptides as previously described (2, 5, 27).

### Preparation of liver samples for LC-MS/MS proteomics analysis.

Frozen livers from mice labeled with heavy water were prepared and treated as previously described (2, 5, 27). Briefly, livers were homogenized in lysis buffer, sonicated, and centrifuged. Protein concentrations were determined by Bicinchoninic acid (BCA) assay (Pierce, Thermo Fisher Scientific). Aliquots (100–250 μg) were reduced with tris(2-carboxyethyl)phosphine and alkylated with iodoacetamide. Tryptic peptides were then prepared as previously described (2, 5, 27).

### LC-MS/MS analysis.

The LC-MS/MS method utilized in this study followed the protocols routinely used in our laboratory. Trypsin-digested peptides were analyzed using an Agilent 6550 Q-TOF mass spectrometer with a 1260 Chip Cube nano ESI source (Agilent Technologies). Peptides were separated chromatographically on a Polaris HR chip (Agilent Technologies), and mobile phases consisted of acetonitrile and formic acid in deionized water. Specific gradient and acquisition parameters for the LC-MS/MS procedures can be found in our previously published work (2, 5, 36, 93). Acquired spectra were extracted and searched using Spectrum Mill Proteomics Workbench software and the UniProtKB/Swiss-Prot mouse protein database. Detailed sample preparation, chromatographic conditions, and data analysis protocols were previously described (5, 28, 36, 93, 98).

### Proteome flux calculations.

Protein measurements with fewer than 2 peptide spectra per protein were excluded. Fractional replacement calculations, as previously described (2, 5, 27), were conducted using in-house software to predict peptide isotope enrichments based on precursor body water enrichment (*p*) and the number of C-H positions (*n*) incorporating H and 2H. Incorporation of 2H into tryptic peptides was assessed via the isotope envelope M0–M3. Fractional synthesis ratios were calculated as the excess percentage of M0 (EM0) over the maximal absolute EM0 at measured body water enrichment. Data handling was done using Microsoft Excel, yielding FSR data at the protein level. FSR data at individual time points (weeks) are reported as cumulative values (percentage of protein newly synthesized over the labeling period).

### AG administration.

AG was administered to mice as previously described (71, 72). In short, AG was purchased from MilliporeSigma (no. 19266598). AG was dissolved in the same drinking water used for the animal colony at 2 mg/mL and sterile filtered through a 0.22 μm disposable filters (MilliporSigma, Millex-GV) before administration. The solution was made fresh and given to mice in their drinking water bottles daily. Bottles with AG were changed every day for the duration of the experiment.

### Mols administration.

Mols was administered to mice as previously described (65, 66). In short, Mols was purchased from MilliporeSigma (catalog M2901). Mols was dissolved in the same drinking water used for the animal colony at 120 mg/L and sterile-filtered through a 0.22 μm disposable filter (MilliporeSigma, Millex-GV) before administration. The solution was made fresh and given daily to mice in their drinking water bottles. Bottles with Mols were changed every day for the duration of the experiment.

### Euthanasia.

Animals were anesthetized with isoflurane and euthanized by cardiac puncture.

### Liver tissue RNA-Seq.

Total RNA was isolated from frozen liver samples using QIAzol lysis reagent and an RNeasy Mini Kit with the RNase-free DNase Set (Qiagen), as previously described (99). RNA quantity and quality were assessed using a Qubit fluorometric assay and Eukaryote Total RNA Pico (Agilent Bioanalyzer 2100), respectively. Library preparation and sequencing (100 bp pair-end reads) were performed on a single lane of Illumina HiSeq 4000 at the Vincent J. Coates Genomics Sequencing Laboratory (UC Berkeley). Raw files were processed with CASAVA 1.8.2 (Illumina) to generate fastq files and analyzed with FastQC, yielding high-quality scores. Fastq files were uploaded to the Galaxy project portal (https://usegalaxy.org/) for analysis. Reads were mapped to the mouse reference genome (mm10) using BWA, and differential gene expression was determined using DESeq2.

Additional details can be found in the Supplemental Methods.

### Statistics.

Data are reported as the mean ± SEM unless otherwise noted. A *P* value of 0.05 or less was considered statistically significant. Data obtained from studies conducted in mice were analyzed using MetaboAnalyst (100), GraphPad Prism (version 9.0, GraphPad Software), InfernoRDN (https://omics.pnl.gov/software/infernordn) Windows application (version 1.1), gene set enrichment analysis (GSEA) software and Molecular Signatures Database (MSigDB), visualization by SRPLot (101), and Real Statistics Resource Pack in Excel (version 16). Independent and paired 2-tailed Student’s *t* tests, 2-way ANOVA, and 1-way ANOVA were performed where appropriate. Tukey’s or Šidák’s multiple-comparison tests were applied for secondary post hoc analyses where appropriate. Significance for other analyses is denoted as *P < 0.05, **P < 0.005, ***P < 0.0005, and ****P < 0.00005. AUC analysis was performed for significance using 1-way ANOVA (*P < 0.05). Fisher’s exact test and binomial distribution 2-tailed *P* values were applied where relevant. The log_2_ FC and CV were calculated where appropriate. Comparisons and replicate numbers are listed in each figure legend.

### Study approval.

All animal experiments were conducted according to the animal use protocol, approved by the IACUC of UC Berkeley.

### Data availability.

RNA-Seq data have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE274644). Raw data used to generate the descriptive statistics presented in this manuscript are provided in the Supporting Data Values file. This manuscript does not report original code. Additional information, resources, and reagents required for reanalysis of the data reported in this study are available from the corresponding author.

## Author contributions

HHP, EC, and AC conducted the mouse experiments. HHP, EC, and AC performed sample analysis. HHP and HM conducted the proteomics experiments. HHP and MKH analyzed and interpreted the data. HHP and MKH designed the experiments and wrote the manuscript. HHP and MKH designed and MKH supervised the studies and obtained funding for the work. MKH is the guarantor of this work and, as such, had full access to all the data in the study and takes responsibility for the integrity of the data and the accuracy of the data analysis. All authors critically reviewed and edited the manuscript.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- NIH grant T32HL130357.
- NIH Instrumentation Grant S10OD018174 (in support of the Vincent J. Coates Genomics Sequencing Laboratory at UC Berkeley).

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
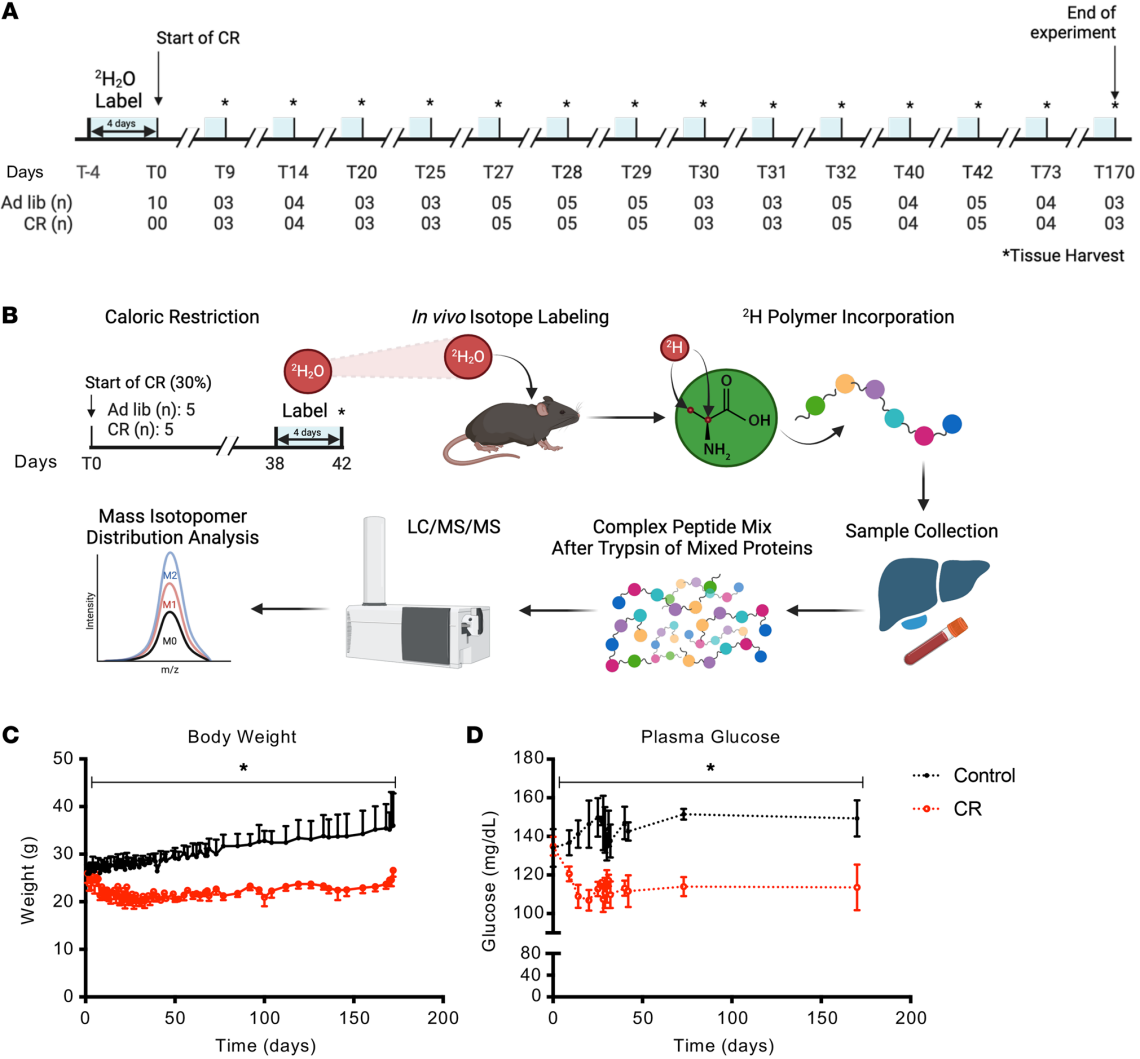
CR time-course experimental design for hepatic proteome–wide fluxes. (**A**) Experimental time points. Male C57Bl/6J mice, starting at 6 weeks of age, underwent CR (30% fewer calories than mice in the Con group) for up to 170 days, with CR feeding scheduled at 1200 hours to ensure a regular feeding schedule. Starting 4 days before sacrifice, mice were labeled with a ^2^H_2_O by i.p. bolus, and then body water enrichment was maintained with 8% ^2^H_2_O in drinking water. (**B**) Experimental approach for measuring in vivo protein fluxes (FSRs) across the global proteome. (**C**) Body weights. Mice (*n* = 120) were single-caged and split into ad-lib (Con) and CR groups. Mice were weighed at regular intervals throughout the experimental period. (**D**) Body weight and plasma glucose levels in mice fasted for 5–6 hours are shown for the Con and CR groups. Data indicate the mean ± SD (*n* = 3–5 for all experiments).*P < 0.05 versus Con, determined by repeated-measures ANOVA.

**Figure 2:**
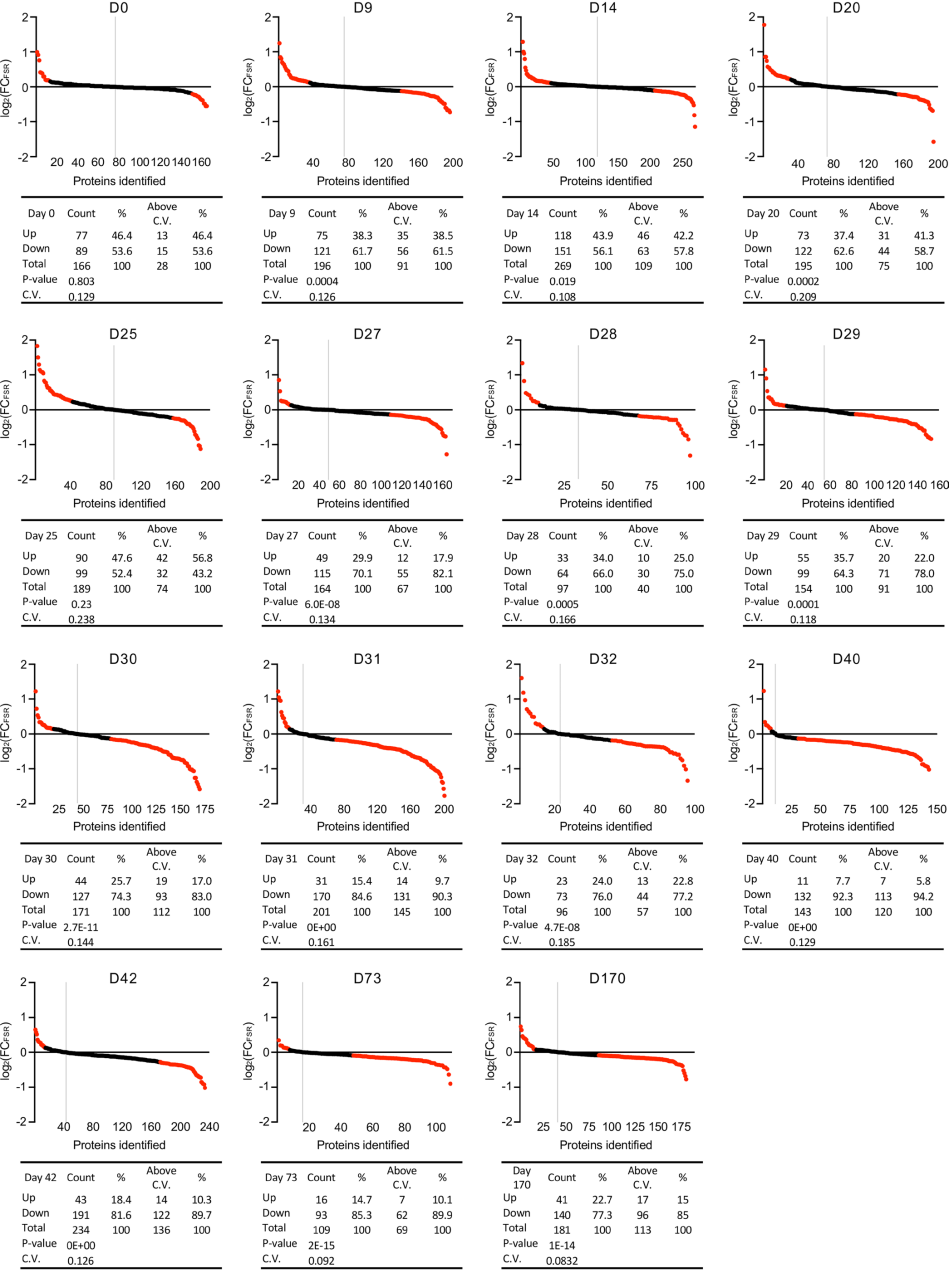
Time course to CR threshold event transition to slower hepatic protein FSRs. Time course of reduction in proteome-wide hepatic protein FSRs during long-term CR. Data represent experiments in which C57Bl/6J male mice underwent CR for different lengths of time, with heavy water labeling for 4 days prior to each termination time point shown. Livers were collected and proteome flux rates were analyzed by LC-MS/MS. Protein FSRs (turnover rates) were calculated by MIDA, as described in Methods. The data show the FSR as log_2_ values of the FC between the CR and Con groups. Dots represent individual proteins identified by LC-MS/MS, sorted from highest to lowest value. Above the “0” line are the proteins with a higher FSR under CR, while the dose below the “0” line represents the proteins whose FSR was lower under CR. To establish a cutoff threshold value, the CV was averaged, and this average value was used as the cutoff — i.e., a percentage change greater than that of the CV average was considered to be above the cutoff and is marked in red. Vertical gray lines show the dividing line separating faster (left) and slower (right) FSRs. The tables reflect the graphed data and represent the number and percentage of proteins upregulated (higher FSR) or downregulated (lower FSR) in CR compared with the Con. *P* values show the binomial distribution significance, determined using a 2-tailed binomial distribution. These results are consistent with a modest reduction before day 25 in hepatic FSRs (50%–60% of proteins with lower FSRs than Con) that rarely passes the CV cutoff until after days 25–30. After this transition, there was a global reduction, with 75%–90% of proteins having lower FSRs that exceeded the cutoff compared with the Con. D0, day 0.

**Figure 3:**
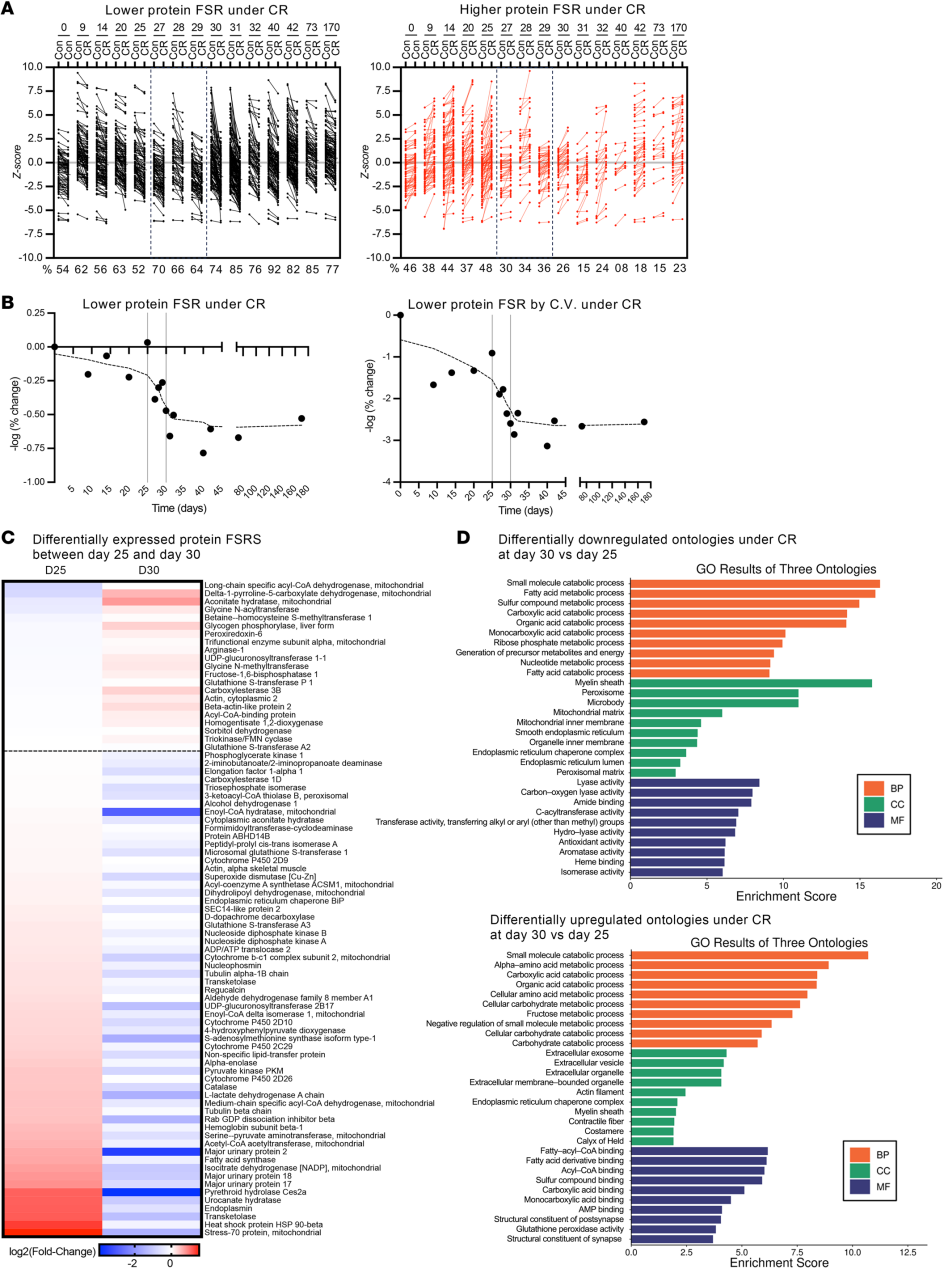
Identifying the threshold event time point at which CR induces a dramatic slowdown of protein turnover rates. (**A**) Each dot represents the FSR as a *z* score for every identified protein. In black (left) are the proteins whose FSR was lower after CR compared with the Con. In red (right) are the proteins whose FSR were higher after CR compared with the Con. The bottom of the graph shows the percentage of total proteins at each time point. Note that the percentage of proteins with a higher FSR is smaller in the right graph, especially after day 30. (**B**) The percentage values of the proteins that had a lower FSR under CR are shown as the –log_2_ FC relative to day 0. The top panel shows the –log_2_ (FC) without adjusting for the CV. The bottom panel shows the –log_2_ (FC) relative to the percentages adjusted for CV. (**C**) Heatmap of the log_2_ FC between CR and Con FSRs. Heatmap represents the proteins whose FSR changed between days 25 and 30, with the differentially expressed proteins between the 2 time points shown. (**D**) GO framework by aspect was used to analyze pathway enrichment analysis. BP, biological process; CC, cellular component; MF, molecular function.

**Figure 4:**
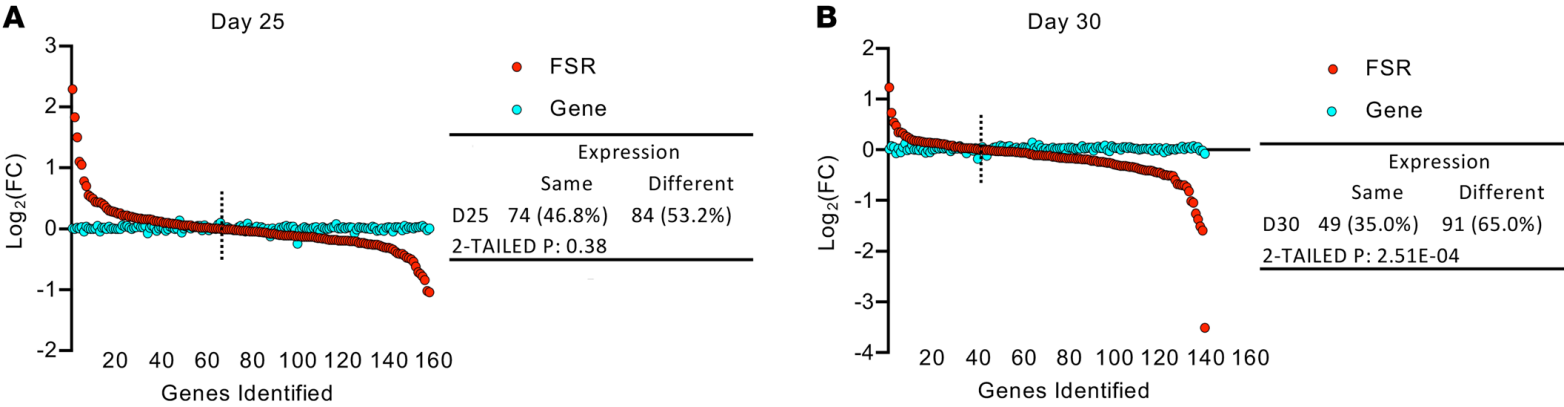
Comparison of the hepatic protein FSR with gene expression. Protein FSRs and gene expression (see Supplemental Figure 1 for overview) were matched and compared for day 25 (**A**) and day 30 (**B**). Only those targets identified in both the flux proteomics and RNA-Seq dataset were included. Proteins are shown as sorted from highest to lowest by FC of the protein FSR. Table represents the number of genes and protein FSRs with either the same or different direction of expression. Tables show statistics as determined by binomial distribution 2-tailed *P* values. Vertical dotted line separates faster (left) and slower (right) FSRs. These findings reveal that changes in protein FSRs during CR, including changes between days 25 and 30 of CR, were not reflected in mRNA measurements.

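At day 25, the middle 90% of the matched proteins had FSR changes between -0.45 and 1.07 on the log2 scale, and mRNA changes between -0.57 and 0.59. The median absolute change was 0.19 for the FSR and 0.22 for the mRNA. At day 30, the middle 90% of FSR changes moved down to between -1.31 and 0.22, while the mRNA changes lay between -0.88 and 0.65. The median absolute change at day 30 was 0.24 for the FSR and 0.28 for the mRNA. An absolute log2 change of at least 1 was seen for the FSR of 11 proteins at day 25 and 17 at day 30, and for the mRNA of 5 and 9.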

**Figure 5:**
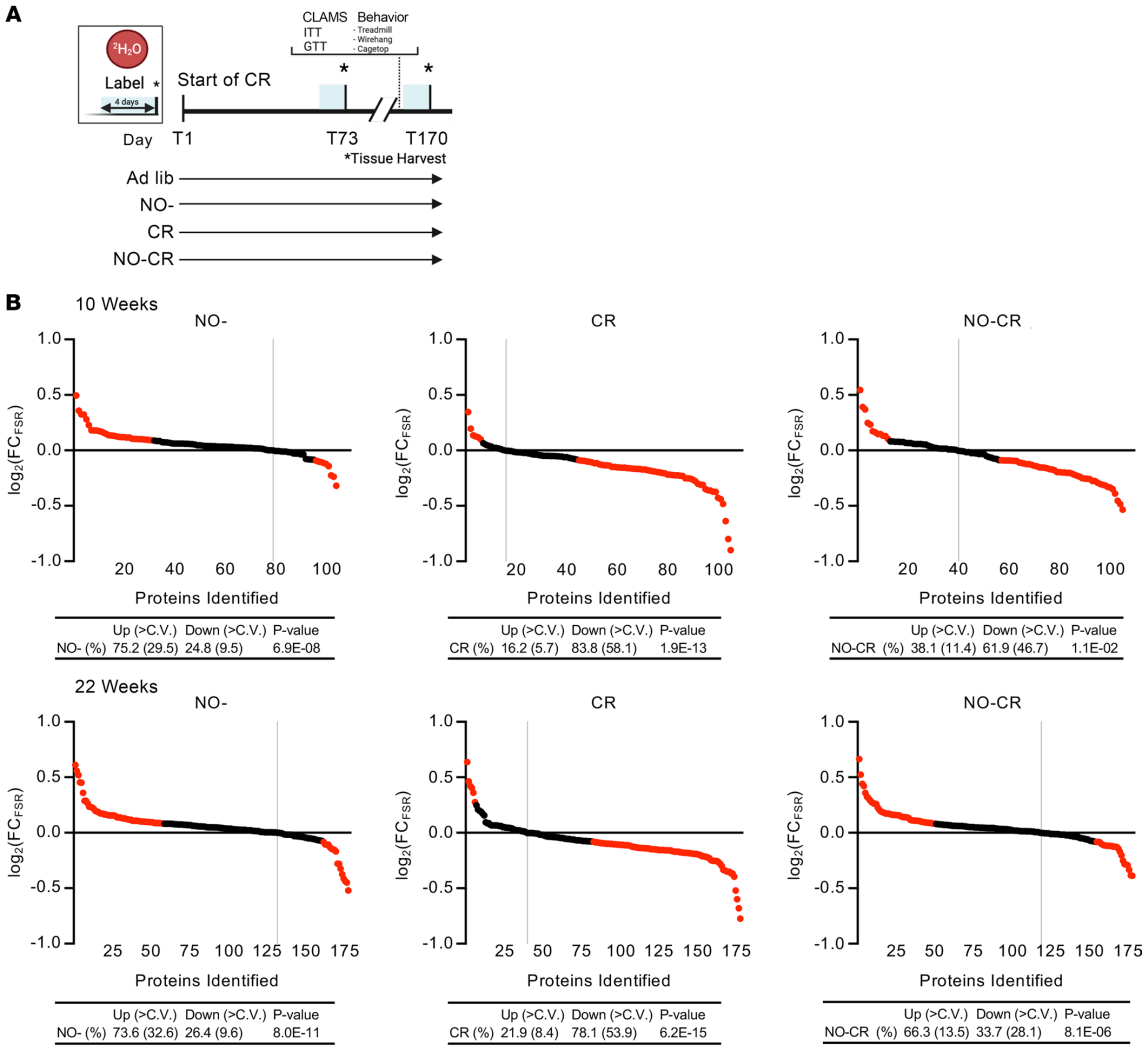
Effects of iNOS KO and CR on hepatic proteome FSRs. (**A**) Mouse experimental workflow. Mice underwent CR plus ^2^H_2_O labeling for different lengths of time. iNOS-KO mice (NO^–^) under CR at 2 time points (10 or 22 weeks of the study. Before sacrifice, mice were labeled with ^2^H_2_O for 4 days. NO^–^ mice (*n* = 20) and Con C57Bl6/J mice (*n* = 24), starting at 6–7 weeks of age, were randomly divided into 4 groups: Con ad-lib (*n* = 12); NO^–^ ad-lib (*n* = 10); CR (*n* = 12); and NO-CR (*n* = 10). (**B**) FSR values were obtained for the liver proteome at 10 or 22 weeks of intervention for Con, iNOS-KO (NO^–^), and CR iNOS-KO (NO-CR) mice. Dots along the line represent identified proteins sorted from the highest FSR to the lowest FSR for the group by the log_2_ FC compared with the ad-lib Con group. Comparisons were done for all groups. Tables represent the binomial distribution of proteins with an increased FSR (Up), or decreased (Down). In red are the proteins whose change was greater than the CV.

**Figure 6:**
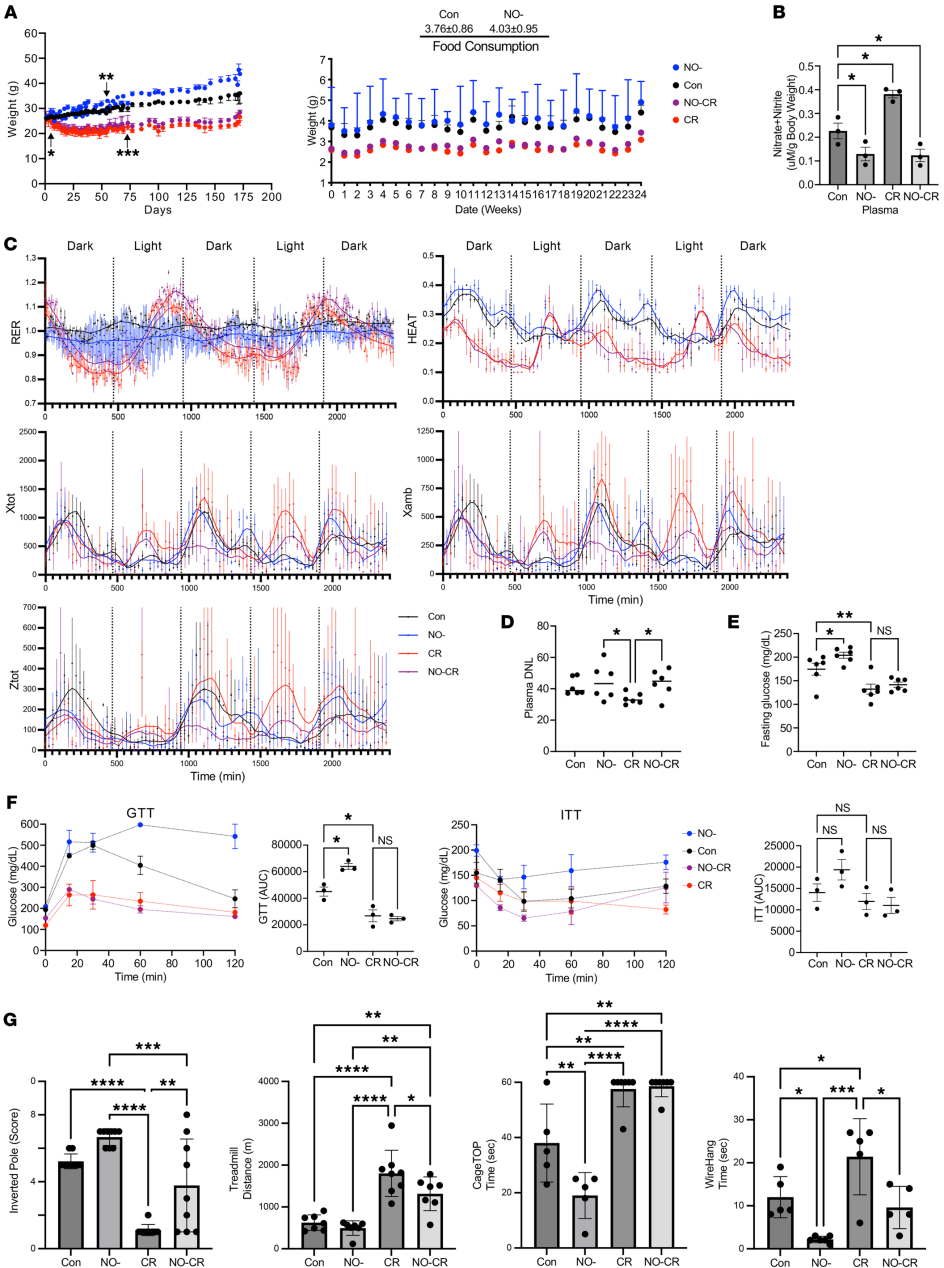
Experimental design for the physiologic effects of CR in iNOS-KO (NO^–^) mice. (**A**) Mice were single-caged, and their body weights and food consumption were measured throughout the intervention period. Mice under CR consumed 30% less food than did Con mice. Significance is indicated by an arrow; *P < 0.05 between Con and CR, **P < 0.05 between Con and NO^–^, and ***P < 0.05 between CR and NO-CR. *P* values were determined using 1-way ANOVA for all comparisons. (**B**) Plasma nitrate+nitrite concentrations (μM) normalized to mouse body weights (g) to represent NO production. *P < 0.05, by 1-way ANOVA. (**C**) Metabolic cage (CLAMS) assessment of mice (*n* = 6–9 per group). Animals were placed in a CLAMS, and their metrics were recorded for 3 nights (dark) and 2 days (light). Curves were smoothed to the sixth polynomial order. (**D**) Free plasma palmitate was esterified and analyzed for mass isotopomer abundances by GC-MS. *P < 0.05, by 1-way ANOVA with Fisher’s LSD test. (**E**) Fasting blood glucose levels (*n* = 6 per group). *P < 0.05 and **P < 0.005, by 1-way ANOVA. (**F**) GTTs and ITTs were performed under fasting conditions. The levels of glucose in the blood of mice fasted for 6 hours were measured over time after i.p. insulin injection for the ITT (*n* = 3 per group). Blood glucose levels after an i.p. glucose load (GTT) were measured in mice fasted overnight (*n* = 3–4 per group). *P < 0.05, by 1 way ANOVA for AUC analysis. (**G**) Behavioral and performance test results. Mice were subjected to treadmill exercise until exhaustion. Cage top and wire-hang tests were conducted for up to 60 seconds. The inverted pole test, assessing motor function, was scored by the time required to turn downward. *P < 0.05, **P < 0.005, ***P < 0.0005, and ****P < 0.00005, by 1-way ANOVA. HEAT, heat production measured as kcal/hr; Ztot, vertical plane; Xtot, horizontal plane total movement; Xamb, ambulatory movement.

**Figure 7:**
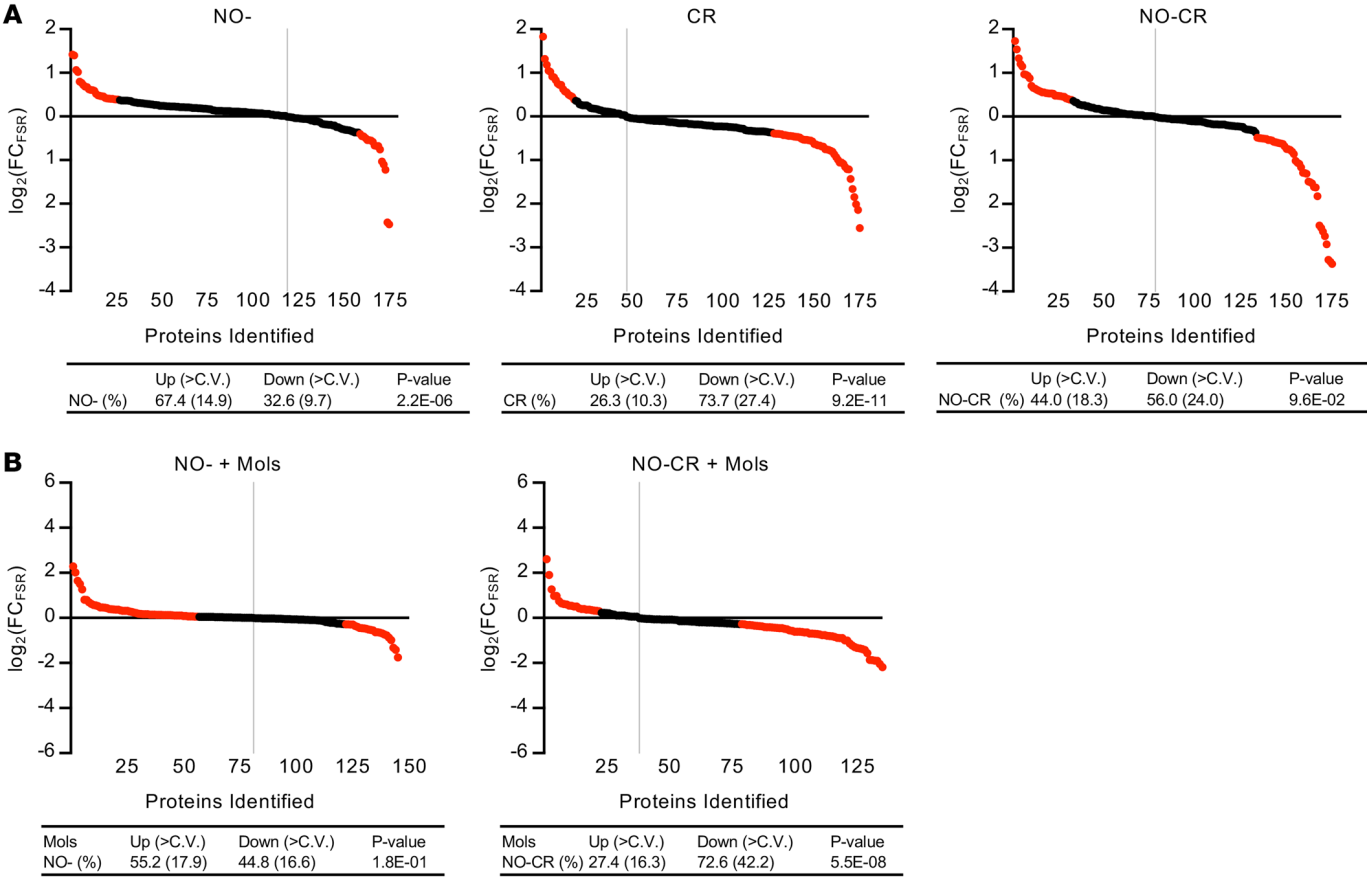
Effects of iNOS KO, pharmacological rescue, and CR on hepatic proteome FSRs. (**A**) FSR values were obtained for the liver proteome at 6 weeks of intervention for Con, iNOS-KO (NO^–^), and CR iNOS-KO (NO-CR) groups. Dots along the line represent identified proteins sorted from the highest FSR to the lowest FSR for the group by the log_2_ FC compared with the ad-lib Con group. Comparisons were done for all groups. Tables represent the binomial distribution of proteins with an increased (Up) or decreased (Down) FSR. In red are the proteins whose change was greater than the CV. *P* values in the tables were determined using a 2-tailed binomial distribution. (**B**) FSR values of the liver proteome at 6 weeks of CR. Included in this experiment were rescue experiments with Mols, given in the drinking water daily to rescue the effects of CR on proteome regulation in NO^–^ mice. Mols is a potent donor of NO metabolized in the liver. NO^–^ mice were given Mols in the drinking water for the same length of intervention as CR (6 weeks).

**Figure 8:**
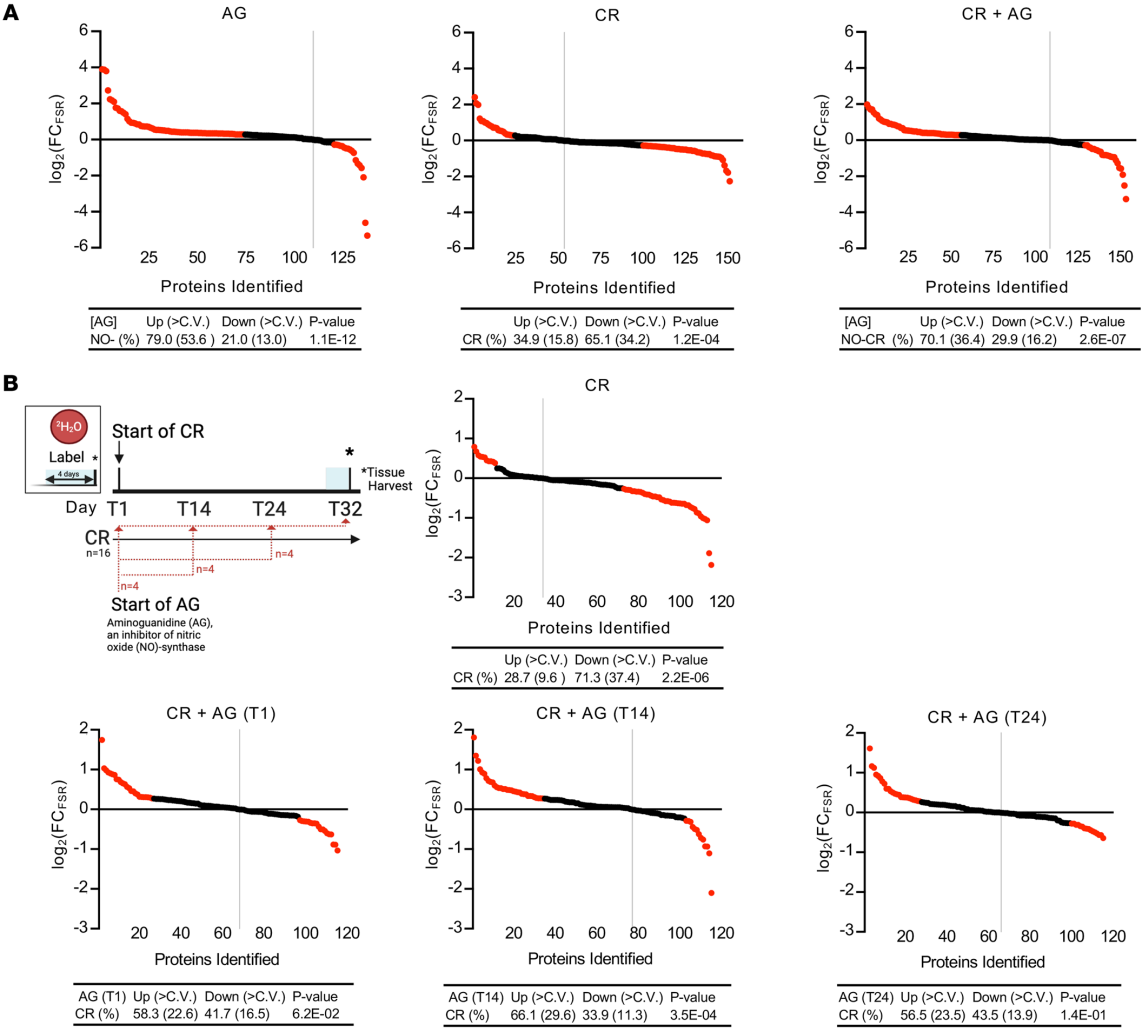
Pharmacological inhibition of NO by AG in relation to the threshold event of CR. A pharmaceutical approach was tested. AG is a selective inhibitor for all NOS enzymes. (**A**) Mice were given AG in the drinking water daily for 6 weeks. FSR values for hepatic proteins measured in all 4 groups were compared. *P* values in the tables were determined using a 2-tailed binomial distribution. (**B**) Experimental design for the time-course study of the threshold transition event. Mice underwent CR for 32 days, and AG was given in the drinking water daily starting at day 1 (T1), day 14 (T14), or day 24 (T24) to inhibit NOS. CR mice were compared with ad-lib Con mice. Mice with CR plus AG treatment were compared with mice subjected to CR alone without an inhibitor for the full 32 days. These findings show that inhibition of NO by AG reversed the effects of CR on hepatic proteome fluxes, whether during the entire period of CR, the last 18 days of CR, or during the 8-day period immediately preceding day 32 (the “threshold” or transition period).

**Table 2:**
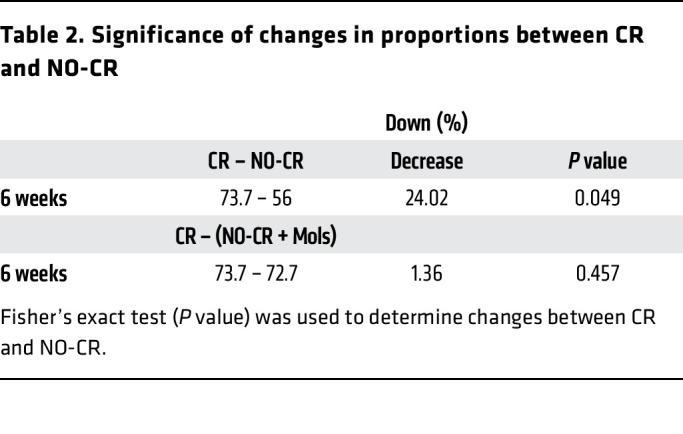
Significance of changes in proportions between CR and NO-CR

**Table 1:**
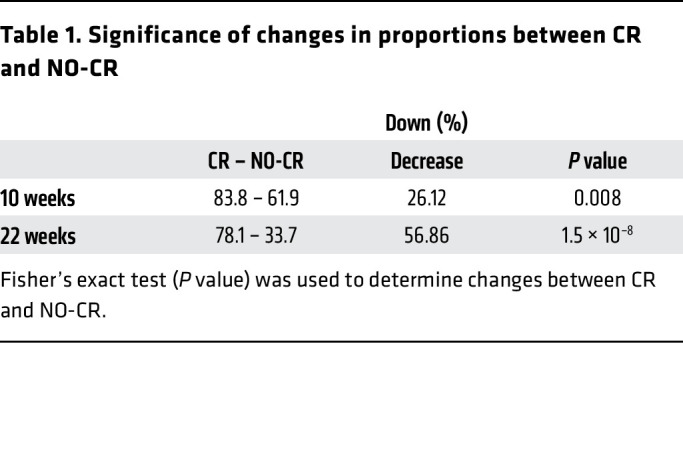
Significance of changes in proportions between CR and NO-CR

# Supplementary material for: Nitric oxide required for transition to slower hepatic protein synthesis rates during long-term caloric restriction
**Source:** J Clin Invest. 2026 Jan 2;136(1):e189798. doi: 10.1172/JCI189798
**Supplement:** Supplemental data

## Methods

### Within proteome absolute synthesis (WPAS) measurement

Label-free quantitative proteomics was used to calculate within proteome absolute synthesis (WPAS) rates. Signal intensities of unlabeled peptides were log2 transformed and mean-centered to account for variations in sample loading and instrument variability. Median normalization was applied to adjust for systemic differences among samples. Individual values were transformed using log base 10 and scaled to mean center by adjusting each feature with a scaling factor based on the dispersion of the variable.

Quality control involved creating a Pearson cross-correlation matrix to examine peptide-level intra-group and inter-group variability. Peptides were aggregated into parent proteins using the top 30% most intense peptides, excluding proteins containing only a single peptide from further analysis. A second Pearson cross-correlation matrix was created to examine protein-level intra-group and inter-group variability and clustering. Signal intensities of experimental groups were normalized against the age-matched control group means. All calculations, plots, and analyses were performed using Inferno for Proteomics published by the Pacific Northwest National Laboratory (PNNL).

WPAS values were derived by calculating the label-free normalized signal intensity quotient (Q) for each protein by correcting individual signal intensities against the control group mean. WPAS for each protein was determined by multiplying the fractional synthesis rates (f) with the label-free values (Q) using the formula:  $WPAS = f * Q$ . This calculation represents the relative mass of newly synthesized protein within the proteome.

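The fractional synthesis rate f is the share of a protein's molecules that were made during labeling, so it says how fast a protein is replaced but not how much of it there is. The quotient Q is the amount of the unlabeled protein in a sample relative to the mean of the Con group, taken from the intensities of its peptides. Their product therefore weighs the replaced share by the size of the pool, and a protein whose pool shrinks can show a lower WPAS rate even when its FSR does not change. Because Q is normalized within each sample, the product is relative to the rest of the proteome and is not a mass per liver. The intensities behind Q are not used here.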

## Figures

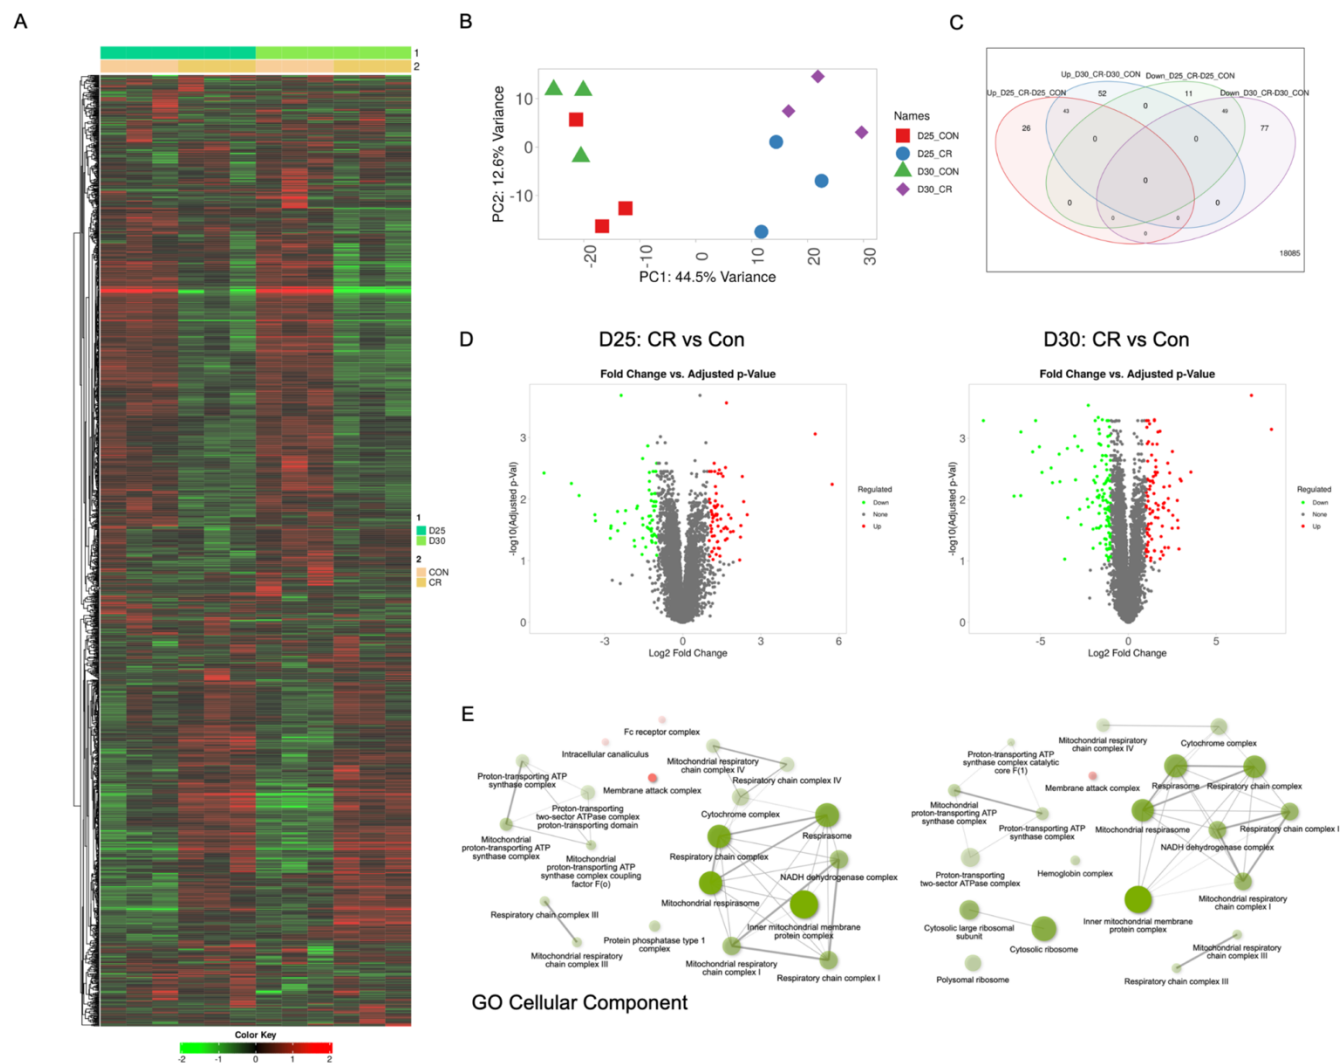

**Sup Fig 1. Gene regulation during CR. Hepatic mRNA levels by RNA-Seq are shown from mouse livers on days 25 and 30 of CR.** Over 18,000 genes were identified by RNA-Seq and analyzed by integrated Differential Expression & Pathway analysis (iDEP). **(A)** Heatmap represents the hierarchical clustering of the top 2000 genes by Pearson distance analysis. For comparison analysis, **(B)** PCA was carried out (PC1 is correlated with 2 ( $p=2.62e-06$ )) and **(C)** DEG1 (2-factor) generated Venn diagram (FDR cutoff: 0.1; Min fold-change: 2). **(D)** Volcano plot of associated DEGs. **(E)** Pathway analysis of associated DEGs by GO Cellular component analysis (Green is down in CR, Red is up in CR). Unlike protein FSR data, mRNA expression does not exhibit a marked shift in day 30 vs 25 livers between Con and CR groups.

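At day 25, 157 genes passed both thresholds, 89 of them higher and 68 lower under CR. Mice with the same replicate number at day 25 had positively correlated deviations from their group means (mean correlation 0.260, from 0.106 to 0.368). The mean for mice with different numbers, -0.131, largely follows from this, since deviations from a group mean sum to 0. Whether this pairing exceeded chance was not tested. The comparison was also fitted with the replicate number as a block. The block fit gave 171 genes, 99 higher and 72 lower, and 156 of the 157 genes were among them. At day 30, 234 genes passed, 98 higher and 136 lower. Numbered by the columns of the table, same-numbered mice at day 30 had a mean correlation of 0.114 (from 0.0456 to 0.181, against -0.0575 for different numbers), and the fit with this number as a block, chosen after seeing the data, gave 239 genes, 98 higher and 141 lower, with 233 of the 234 among them. The split into higher and lower genes depended on the scaling between libraries. Median-ratio scaling gave 106 higher and 60 lower genes at day 25 and 117 and 108 at day 30, TPM gave 111 and 110 at day 25 and 115 and 202 at day 30, and quantile normalization gave 92 and 62 at day 25 and 112 and 119 at day 30. The alternative that moved these counts most, apart from dropping the minimum fold change, was a test on the recovered reads (voom), chosen after seeing the data, which gave 302 genes at day 25 and 422 at day 30. With day as a covariate, 176 genes differed between the 6 CR and the 6 Con mice. Among protein-coding genes whose 3 CR mice lay apart from the 3 Con mice, Lpin1 (NM_172950, chromosome 12 of mm10, 16535669 to 16589770) had an FPKM of 40.2 ± 21.1 (SD, n = 3) in Con and 203 ± 32.7 (SD, n = 3) in CR mice at day 25, and log2 fold changes of 2.47 at day 25 (adjusted p = 0.00294 from limma with Benjamini-Hochberg adjustment) and 3.01 at day 30 (adjusted p = 4.9e-04). Cyp2b9 rose by 5.09 and 7.01 at the 2 time points. Cyp2c40 and Thrsp were also among the largest rises at day 25, and Hamp2 and Cyp2a22 among those at day 30. The 5 largest falls were those of Mup17, Mup9, Mup14, Gm2083 and Mup21 at day 25, and of Mup17, Serpina1e, Selenbp2, Mup14 and Gm2083 at day 30. The reads of the Cyp2, Mup and Serpina1 genes could be shared with near-identical genes, which makes the value of each such gene uncertain. Selenbp2 was also placed in a multigene family, whose members could share reads. With each mouse left out in turn, the count was 137 to 170 genes at day 25 and 202 to 286 at day 30.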

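The first principal component of log2(FPKM + 1) held 48.2% of the variance and separated the 6 CR from the 6 Con mice (2-sided exact permutation test, p = 0.00216, the smallest p that 6 against 6 allow). It did not separate day 25 from day 30 in Con mice (exact permutation p = 0.3) or in CR mice (p = 0.3), where 3 against 3 cannot reach a p below 0.1. The second component held 12.9% of the variance and differed between the days over all mice (exact permutation p = 0.0130). For the cellular components, gene lists were made from gene symbols, and 15 lists were tested with limma's camera test, which allows for correlation between genes. No list had a false discovery rate under 0.05 at day 25 (smallest 0.411), at day 25 with the replicate number as a block (smallest 0.172) at day 30 (smallest 0.116) or at day 30 with the number of the column as a block, a fit chosen after seeing the data (smallest 0.290). With the inter-gene correlation set to 0.01 in place of its estimate, 11 lists passed at day 25 and 10 at day 30. Of 82 listed cytosolic ribosomal protein genes, the 64 past the filter on low FPKM had a mean log2 fold change of 0.24 at day 25, with 58 genes higher under CR, and 0.38 at day 30, with 62 higher. The others are not covered by these means. The 71 genes of the respiratory chain and ATP synthase had a mean of 0.22 at day 25 and 0.32 at day 30, with 69 genes higher at each time point. The 6 genes of the membrane attack complex were all lower, with a mean of -0.65 at day 25 and -1.18 at day 30. The 6 hemoglobin genes, several of which have near-identical copies, had a mean of -0.061 at day 25, which became 0.00116 with median-ratio scaling, and 0.77 at day 30. When the mean of a list in each mouse was compared between diets by exact permutation within days (400 permutations, smallest possible p = 0.005), p was 0.02 for the ribosomal list, 0.025 for the respiratory list, 0.005 for the membrane attack complex and 0.48 for hemoglobin, and 0.0417, 0.0417, 0.025 and 0.514 after Benjamini-Hochberg adjustment over the 15 lists. By the same permutation, the circadian clock list had p = 0.02 (0.0417 adjusted). Its mean was above that of every Con mouse in 3 CR mice at day 25 and in 0 at day 30. CR mice were fed once a day at a set hour, while Con mice ate freely. Feeding time therefore differed with diet, so its effects and those of the restriction itself cannot be told apart here.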

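The difference between the CR effects at day 30 and day 25 was tested as an interaction in the same limma model. It passed both thresholds for 1 of the 10593 genes, the small nucleolar RNA gene Snord55 (chromosome 4, 117155771 to 117155848), which was named after its values were seen and had at most 3 reads in any library. Large differences with a wide spread did not pass, such as those of Selenbp2 (-3.72, standard error 1.25) and Mup17 (-2.92, standard error 0.74). A count of 1 therefore does not show that the effects were equal. The interaction had an unadjusted p under 0.05 for 366 genes. It was not fitted with the replicate number as a block, so it left out any shared deviation of same-numbered mice within each day. Between day 30 and day 25, 0 genes passed in Con mice (765 genes at an unadjusted p under 0.05) and 15 passed in CR mice, 7 higher and 8 lower at day 30. Snord45c, also named after its values were seen, changed in opposite directions at the 2 time points, but its interaction did not pass (adjusted p = 0.206 from limma). Of the genes changed by CR, 111 were changed at both time points, 110 of them in the same direction (56 higher and 54 lower), 46 were changed only at day 25 and 123 only at day 30. Passing at only 1 time point is not a difference between them. Of the 123 genes changed only at day 30, 117 had the same sign at day 25. Of the 280 genes changed at either time point, 209 had the larger absolute change at day 30, with a slope of 1.25 for day 30 on day 25, but more genes had been picked by their day 30 change, so these values do not test a difference. Across all genes tested, which are not independent replicates, the log2 fold changes at the 2 time points had a Pearson correlation of 0.805 and a Spearman correlation of 0.767.

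**Figure D2:**
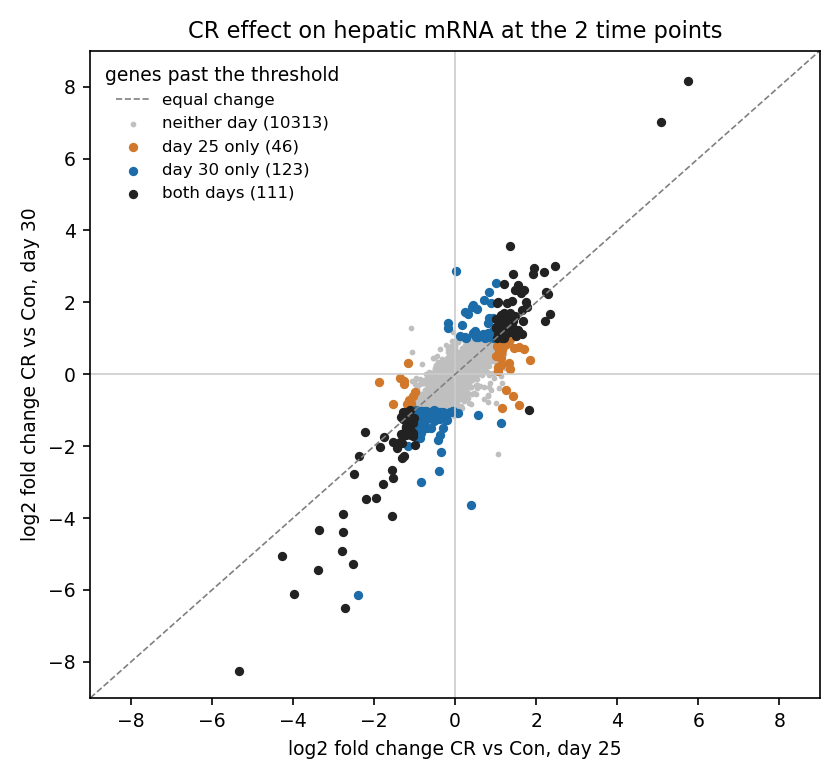
Log2 fold change of each of the 10593 genes under CR on the log2(FPKM + 1) scale, at day 25 (horizontal axis) and at day 30 (vertical axis), with genes past both thresholds colored by the time point at which they passed. The 111 genes changed at both time points lie on both sides of 0, the dashed line marks equal change, and 1 of them, the small nucleolar RNA gene Snord45c, has opposite signs (1.83 and -1.01).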

| A 10 Weeks Old |         |       |         |       |         |      |         |      |         |      |
|----------------|---------|-------|---------|-------|---------|------|---------|------|---------|------|
|                | RER     |       | HEAT    |       | ZTOT    |      | XTOT    |      | XAMB    |      |
| Con            | 1.04 ±  | 0.017 | 0.27 ±  | 0.007 | 129.0 ± | 43.0 | 495.6 ± | 63.7 | 262.3 ± | 41.1 |
| NO-            | 1.01 ±  | 0.028 | 0.29 ±  | 0.012 | 109.0 ± | 8.9  | 471.6 ± | 51.3 | 238.2 ± | 28.2 |
| CR             | *0.95 ± | 0.008 | *0.19 ± | 0.010 | 222.9 ± | 47.5 | 755.0 ± | 69.5 | 453.9 ± | 52.8 |
| NO-CR          | *1.00 ± | 0.013 | *0.19 ± | 0.013 | 97.5 ±  | 31.5 | 429.3 ± | 66.0 | 231.1 ± | 44.2 |

  

| B 22 Weeks Old |         |       |         |       |         |      |         |      |         |      |
|----------------|---------|-------|---------|-------|---------|------|---------|------|---------|------|
|                | RER     |       | HEAT    |       | ZTOT    |      | XTOT    |      | XAMB    |      |
| Con            | 0.97 ±  | 0.025 | 0.43 ±  | 0.013 | 109.5 ± | 38.1 | 476.0 ± | 81.7 | 213.2 ± | 55.2 |
| NO-            | *0.91 ± | 0.030 | *0.48 ± | 0.012 | 97.9 ±  | 15.0 | 432.3 ± | 73.6 | 184.3 ± | 27.0 |
| CR             | *0.91 ± | 0.014 | *0.32 ± | 0.012 | 76.8 ±  | 19.1 | 431.5 ± | 56.9 | 200.8 ± | 40.5 |
| NO-CR          | *0.90 ± | 0.010 | *0.33 ± | 0.013 | 157.5 ± | 61.4 | 644.4 ± | 77.9 | 288.3 ± | 58.0 |

\*p<0.05, Student T-test

**Sup Fig 2. Table of Metabolic Cage Outcomes.** CLAMS assessment of mice. Metabolic assessment was performed in metabolic cages before 10 **(A)** or 22 **(B)** weeks of intervention. Metabolic Cages were used to assess the RER, HEAT, and movement scores of mice (12 total, n=4 per group). Animals were placed on a CLAMS system and their metrics were taken for 3 nights (dark) and 2 days (light). Dark and Light values were averaged together (\*p<0.05 to Con).

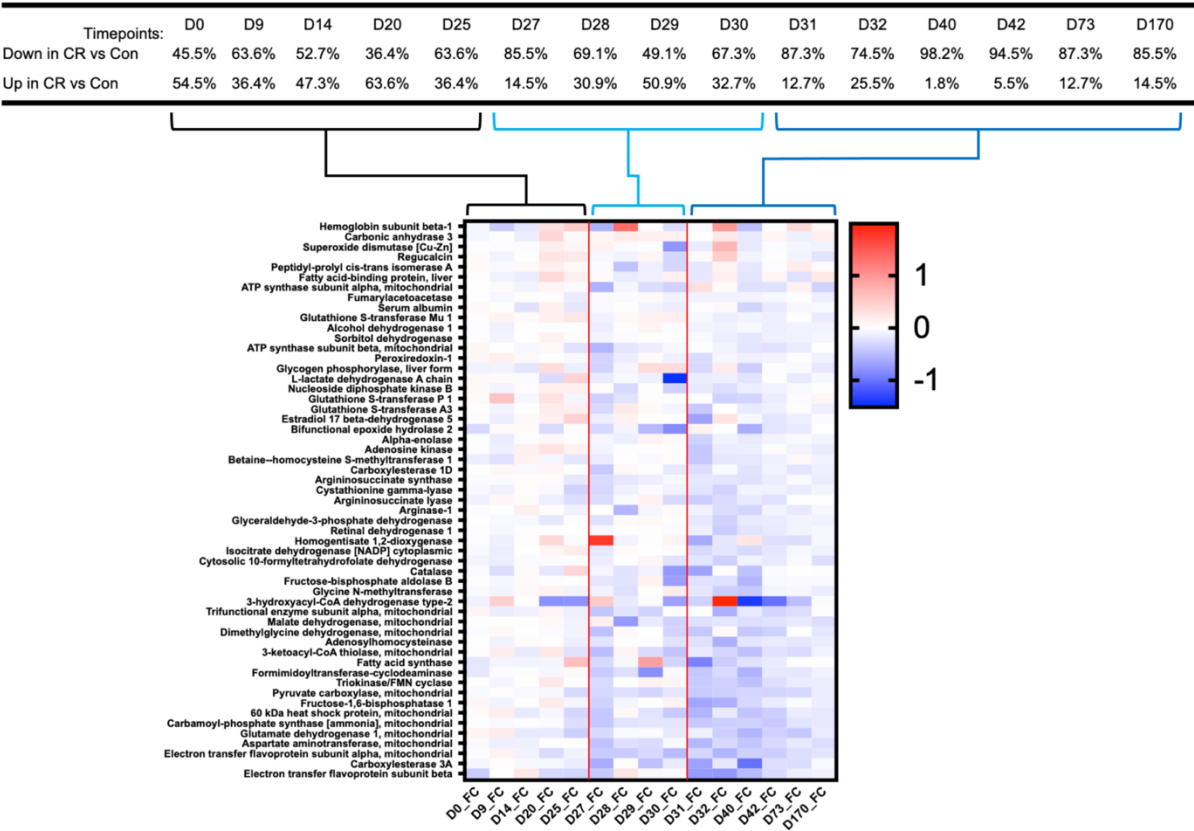

**Sup Fig 3. Fractional Synthesis Rates of Hepatic Proteins that are Present in All Time Points Across the Time Course.** Data show the fold change(log2FC) difference between CR and Con, with blue color being a decrease in FSR values under CR and red representing an increase in FSR under CR. Table represents the percentage of these proteins being up or downregulated during CR.

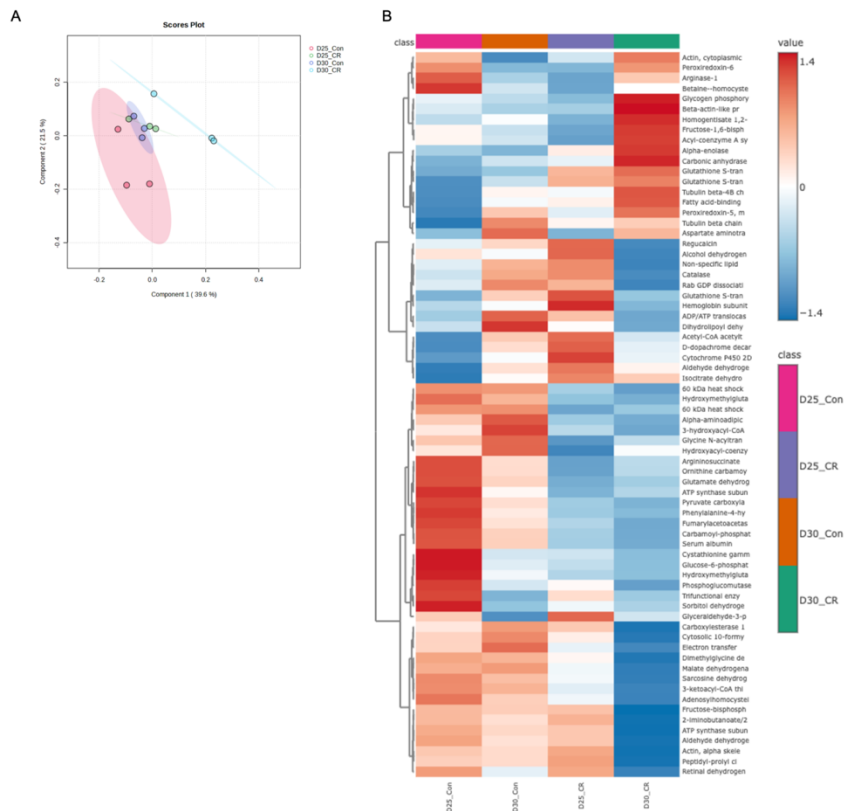

**Sup Fig 4. Label-Free Quantitative Proteomics and Calculation of WPAS Rates.** Peptides were aggregated into parent proteins based on the top 30% intensity, excluding single-peptide proteins. Protein-level variability and clustering were examined using a second Pearson cross-correlation and PCA, performed with InfernoRDN for Proteomics, to generate the normalized signal intensity quotient (Q). The Within Proteome Absolute Synthesis (WPAS) rate was derived by multiplying the fractional synthesis rate (f-value) by Q, reflecting the relative mass of newly synthesized protein within the proteome. The represented protein data was normalized by taking the WPASR values and performing a log2 transformation followed by mean-centering. Data was then subjected to Pearson cross-correlation analysis for quality control. **(A)** Principal Component Analysis (PCA, via partial least squares discriminant analysis) reveals distinct separation between the proteomic profiles of days 25 and 30 under caloric restriction. **(B)** Heatmap comparison between Day 25 Control, Day 30 Control, Day 25 CR, and Day 30 CR for aligned corresponding proteins, clustered using Ward's method with Euclidean distance, derived from the original data source.

**Sup Fig 5. Comparison of Proteins Mediated by CR.** **(A)** Heatmap comparison of the fold-change differences shows the change in fractional synthesis rates (FSR) under CR compared to the control. Blue indicates a decrease in FSR in CR compared to the control, and red indicates an increase. At both 10 weeks and 22 weeks of CR, there is a high degree of consistency in the regulation of the hepatic proteome, with 78% of proteins being consistent between the two time points. **(B)** Heatmap comparison of NO- CR at 10 weeks and 22 weeks shows lack of consistent changes in FSR under CR without NO support, with 54% of proteins being inconsistent between the two timepoints. **(C)** Heatmap comparison of NO rescue under CR with Molsidomine (Mols) shows that only 12.4% of proteins are inconsistent between CR and NO-CR+Mols (rescue of CR).

How the deposited data were processed for this re-analysis (not part of the article)

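Liver RNA-Seq of 12 male mice was used, with 3 Con and 3 CR mice at day 25 and 3 of each at day 30. The authors sequenced paired-end reads on a single lane, mapped them to mm10 with BWA and, according to the methods, tested differential expression with DESeq2. The legend of Sup Fig 1 names iDEP. The authors deposited FPKM values, which the header of the table records as made with HOMER from reads on exons, with 1 transcript kept per gene and without scaling between libraries. Coordinates are those of the table. FPKM are not counts, so count-based tests were not used on them.

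Whole reads and the depth of each library were recovered from the steps of low FPKM values. The depth of 15748714 to 23345532 reads limits the precision for genes with few reads. Values were analyzed as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, for the 10593 genes with an FPKM of at least 1 in at least 3 libraries. A single model of the 4 groups, with empirical Bayes moderation and a trend on expression, gave the CR effect at each day, their interaction and the differences between days. CR against Con over both days was fitted with day as a covariate. Thresholds were a Benjamini-Hochberg adjusted p under 0.1 and an absolute log2 fold change of at least 1. All tests are 2-sided. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

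The model was tested on simulated data. The simulated changes were all 4-fold, with the same spread for every gene and no deviations shared between mice. Of 200 simulated changes, 181 were recovered at day 30 and 180 by the difference between days, while 4 unchanged genes passed at day 30. These numbers do not give the power for real genes with a wider spread. The real difference between days for Mup17 was -2.92 and did not pass (standard error 0.74, adjusted p = 0.826 from limma). With nothing changed, 1 gene passed at day 30.

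Replicate numbers come from the sample labels at day 25 and in CR mice, and from the numbers in the column names of the table for Con mice at day 30, whose labels do not tell them apart. They belong to different animals. They were used as a block in an alternative model, which is reported beside the result at each day. The deviations of same-numbered mice were positively correlated within each day, which was not tested against chance. The block at day 30 was chosen after seeing the data.

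FSR values were taken from the paper's supporting data. Proteins needed at least 2 values in each group, and gene symbols were assigned by a list written by hand from general knowledge. Directions were compared by exact binomial and Fisher's exact tests, and sizes by correlation with 100000 permutations. Gene lists were written by symbol from general knowledge. Of 18 lists, 15 had at least 3 tested genes and entered the camera test.

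Named genes were chosen by a rule. It takes every gene the paper names that bears on NO or translation, and at each day the 5 largest rises and falls among protein-coding genes past the thresholds whose CR mice all lay above or all below the Con mice. It also takes the 3 matched proteins with the largest fall and rise of FSR at each day. Genes outside the rule are said to be named after their values were seen. Some items under the rule are not reported here.

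Alternatives covered the pseudocount, the filter, the scaling between libraries (median ratio, TPM and quantile normalization), the moderation, the groups in the model, the thresholds, the replicate block, leaving out each mouse, the choice and form of FSR and mRNA values, the principal components and the inter-gene correlation, and voom on the recovered reads and the replicate blocks at day 30 and between days in CR mice were added after seeing the data. Metabolite, protein and isotope measurements other than FSR are not used here.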

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

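The tests of the sex-biased genes and of the read number of Snord55 were chosen after these results were seen, and the tests by relabelling, by thinning and without the most abundant genes were chosen earlier.

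The CR effect on Snord55, a small nucleolar RNA, differed between the time points. It was the 1 gene past both thresholds for the interaction in limma, at -1.68 on the log2 scale (standard error 0.23, adjusted p = 0.0833 with Benjamini-Hochberg adjustment), with a log2 fold change of 1.25 at day 25 (adjusted p = 0.00125) and -0.43 at day 30 (adjusted p = 0.0888). The largest number of Snord55 reads in a library was 3, so counting noise at low depth could give this difference. After every library was thinned to 15748714 reads, 0 genes passed for the interaction, and with the 50 most abundant genes taken out of the totals 1 did. Of 100 relabellings of the days within each diet, the real one included, 31 gave at least 1 gene. The difference in Snord55 cannot be told apart from counting noise, from depth or from a chance assignment of mice to days.

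Genes whose mRNA in mouse liver is known to differ between the sexes changed under CR, although the mice were male. The lists were written from general knowledge. At day 30 the 15 male-biased genes had a mean log2 fold change of -3.43 and the 10 female-biased genes one of 2.80, against -1.52 and 1.68 at day 25. The camera test, which allows for correlation between genes, gave a false discovery rate of 0.309 for the male-biased and 0.116 for the female-biased genes at day 30 (0.290 and 0.290 with the replicate number as a block), so neither list passed. By exact permutation of the mean of each list per mouse within days, both had p = 0.005, the smallest that 400 permutations can give, and 0.025 after Benjamini-Hochberg adjustment over 15 lists, and at each time point the male-biased mean was lower, and the female-biased mean higher, in 3 of 3 CR mice than in every Con mouse. The thresholds were passed downward by 8 male-biased genes at day 25 and 14 at day 30, and upward by 4 and 7 female-biased genes. The difference of the effect between the days had p = 0.04 for the male-biased and 0.05 for the female-biased list by the same exact permutation (0.375 for both after adjustment).

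Technical explanations were tested for this pattern. The number of CR libraries with an Xist FPKM of at least 1, or a Y-linked gene (Ddx3y, Kdm5d, Uty or Eif2s3y) under 1, was 0, and Xist reached at most 0.021 in CR mice. Genes of multigene families whose members could share reads were set aside by a list of families written by hand. The 3 remaining male-biased genes (Nudt7, Elovl3 and Susd4) had a mean of -2.11 at day 30, and the 3 remaining female-biased genes (A1bg, Cux2 and Atp6v0d2) one of 1.50. The remaining genes may have relatives of their own, which were not examined. Among 10000 random lists matched on gene length, the male-biased median lay at percentile 0 and the female-biased median at percentile 100, and among lists matched on GC content at percentile 0 and 100. Female mice among the CR samples, gene length and GC content did not account for the pattern. Reads shared within the listed families did not account for the change of the few genes outside them. The female-biased mean minus the male-biased mean at day 30 was 6.23 from the deposited values, 6.19 with median-ratio scaling, 6.22 after thinning and 6.33 without the most abundant genes in the totals. A factor per library nearly cancels in this difference, and thinning leaves the expected means unchanged, so the difference alone tells little. Taken apart, the male-biased and female-biased means were -3.35 and 2.84 with median-ratio scaling, -3.41 and 2.84 with quantile normalization, -3.43 and 2.80 after thinning and -3.43 and 2.91 without the most abundant genes. Between scalings the median log2 fold change over all genes at day 30 shifted by at most 0.067, and a common factor per library cannot move the lists in opposite directions, so scaling between libraries did not account for the pattern. A hypothesis that remains is that CR may lower the sex-dependent program of hormone signaling in the male liver, which was found and tested on the same mice and for which no hormone was measured here.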

How the results depend on the processing

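Of the alternatives described here, the test on recovered reads (voom) and the replicate blocks at day 30 and between days in CR mice were chosen after seeing the data, and the other 22 were set before the data were examined. Over 14 comparisons and all alternatives other than leaving out a mouse, 149 of 180 values kept their direction and their side of the threshold, or for counts stayed within the set margin, and 31 did not. Of 1582 values of other results, 1464 did not change, 51 moved, 5 became weaker, 41 stronger (30 of these with the fixed inter-gene correlation) and 21 reversed. For the changes below, the cause was not tested.

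With a pseudocount of 0.1, 276 genes passed at day 25, 385 at day 30 and 315 over both days, 2 for the interaction and 1 between days in Con mice. Of the genes that passed with a pseudocount of 1, 152 at day 25 and 232 at day 30 were among them. With all 18362 genes above 0 tested, 0 genes passed for the interaction and 3 between days in CR mice. With a mean FPKM of at least 5, 154 passed at day 30, 0 for the interaction and 9 between days in CR mice, and the means of translation initiation factors at day 25 (-0.00126) and of ATF4 targets for the difference between days (-0.00343) reversed. With an adjusted p under 0.05, 0 passed for the interaction and 5 between days in CR mice. Without a minimum fold change, 1582 passed at day 25, 2619 at day 30, 4304 over both days and 34 between days in CR mice. With voom, 302 passed at day 25, 422 at day 30, 343 over both days and 0 for the interaction, and ATF4 targets reversed for the difference between days (-0.010). For the interaction, 366 genes had an unadjusted p under 0.05 from the deposited values.

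Median-ratio scaling reversed the log2 fold changes of Hba-a1 at day 25 (0.014) and of Eif2ak4 (0.014), Nrf1 (0.039), Tfam (0.074) and Shmt1 (0.077) at day 30, and the means of hemoglobin genes at day 25 (0.00116) and translation initiation factors at day 30 (0.056). It also gave 117 higher and 108 lower genes at day 30, so that lower genes were no longer the more frequent. With TPM, 1 gene passed between days in Con mice, and translation initiation factors at day 25 (-0.017) and ATF4 targets for the difference between days (-0.000454) reversed. With quantile normalization, 0 genes passed for the interaction. It reversed Aldh9a1 (-0.026) and Shmt1 (-0.031) at day 25, Eif2ak4 (0.046), Nrf1 (0.063) and Tfam (0.077) at day 30, and translation initiation factors at day 25 (-0.00268), at day 30 (0.018) and for the difference between days (0.021). The median mRNA change of the matched proteins at day 25 (0.068, exact binomial p = 0.145) and the share with the same direction at day 30 (43.6%, p = 0.117) became weaker with it.

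With only proteins whose FSR change exceeded the mean coefficient of variation, the median mRNA change was 0.055 at day 25 (exact binomial p = 0.237) and 0.087 at day 30 (p = 0.526), the same direction was seen for 46.8% of proteins at day 30, and the share with a lower FSR at day 25 reversed to 36.7%. With near-identical copies left out, the share with a lower FSR at day 25 moved the other way, from 51.1% to 58.8%. With the inter-gene correlation set to 0.01, 11 gene lists passed at day 25, 10 at day 30 and 9 for the difference. The share of variance on the first principal component was 31.6% with unit variance.

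Across the 12 fits that each left out 1 mouse, 2 to 18 genes passed between days in CR mice, 0 to 10 in Con mice and 0 to 4 for the interaction. These fits left out RNA libraries only, so the FSR values were the same in all of them. The log2 fold change ranged from -0.00589 to 0.16 for Aldh9a1, -0.25 to 0.10 for Ces2a, -0.040 to 0.24 for Cycs, -0.016 to 0.093 for Eif2ak4, -0.090 to 0.22 for Eif4ebp1, -0.62 to 0.48 for Hba-a1 and -0.059 to 0.078 for Shmt1 at day 25. At day 30 it ranged from -0.080 to 0.026 for Nrf1, -0.17 to 0.10 for Shmt1 and -0.081 to 0.069 for Tfam. The mean of the hemoglobin genes at day 25 ranged from -0.61 to 0.43. Translation initiation factors ranged from -0.021 to 0.019 at day 25, -0.057 to 0.000945 at day 30 and -0.057 to 0.000752 for the difference between days. For that difference, the means ranged from -0.090 to 0.17 for ATF4 targets, -0.26 to 0.15 for immune cell markers, -0.037 to 0.096 for the proteasome, -0.00401 to 0.21 for complex I and -0.026 to 0.24 for complex III.

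With the replicate number as a block between days in CR mice, 26 genes passed, 8 higher and 18 lower at day 30. Same-numbered CR mice of the 2 days did not deviate together (mean correlation -0.00166). The planned restriction to proteins matched by product name was not run, since the reference holds no product names. The depth limits results for genes with few reads, such as Snord55.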

Differences from the paper's values

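The measures compared here are those that Fig. 4 shows, and no test was run for this part beyond those already described. The paper's binomial p for the share of proteins with the same direction of FSR and mRNA at day 30 is about 0.00025 in Fig. 4, read by eye, against 0.0185 from the deposited values. None of the alternatives set before the data were examined closed the gap, with a range of 0.00280 to 0.704. The largest absolute mRNA log2 fold change drawn by the paper is about 0.25 at day 25 in Fig. 4, read by eye, against 5.33, and about 0.2 at day 30 in Fig. 4, read by eye, against 8.26. None of the alternatives set before the data were examined closed these gaps, with ranges of 2.40 to 6.00 at day 25 and 3.83 to 8.72 at day 30.

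The paper's Sup Fig 1E draws the respiratory chain and ATP synthase, the cytosolic ribosome and, at day 30, hemoglobin in the color that its legend gives to components that are down in CR, and the membrane attack complex in the color for those that are up. In the deposited values the directions were the opposite, with mean log2 fold changes at day 30 of 0.32, 0.38, 0.77 and -1.18.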

Other observations

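The tests of the scaling behind the direction of Sup Fig 1E and of the ratio of logs were chosen after the results were seen, and the other tests in this part were chosen earlier.

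Of the genes that the paper names around NO and translation, Nos1, Nos2 and Nos3 were below the filter on FPKM. Nos2 was listed at 0 in all mice at day 25, and at day 30 it had an FPKM of 0.0367 ± 0.0105 (SD, n = 3) in Con and 0.0113 ± 0.0115 (SD, n = 3) in CR mice. Nos3 had an FPKM of 0.648 ± 0.191 (SD, n = 3) in Con and 0.722 ± 0.143 (SD, n = 3) in CR mice at day 25. Ppargc1a was higher by 0.74 at day 25 (adjusted p = 0.0772 from limma) and 1.10 at day 30 (adjusted p = 0.00998), and only the day 30 change passed both thresholds, while with 1 mouse left out in turn it ranged from 0.90 to 1.36. Mtor changed by -0.20 at day 25 (adjusted p = 0.307 from limma) and -0.33 at day 30 (adjusted p = 0.0617). Eif4ebp1 changed by 0.10 and 0.11, Eif2s1 by -0.086 and -0.21, Eif2ak4 by 0.032 and -0.043, Nrf1 by -0.16 and -0.016, Tfam by -0.082 and -0.00102, Cycs by 0.099 and 0.30, and Arg1 by -0.17 and 0.19 on the log2 scale at days 25 and 30, and none of these passed the thresholds. The signs of Eif2ak4, Nrf1 and Tfam at day 30 flipped with median-ratio scaling and with quantile normalization.

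Other splits of the mice were counted for each comparison. At day 25, 1 of the 4 splits that part all same-numbered mice, the real split, gave as many genes, and the next largest of all 10 splits gave 1. At day 30, 1 of the 4 splits that part all same-numbered mice did, with 1 gene in the next largest of all 10. Between days, 10 of 10 splits of the Con mice gave at least as many genes as the 0 of the real split, where 765 genes had an unadjusted p under 0.05. In CR mice 1 of the 4 splits that part all same-numbered mice did, with 5 genes in the next largest of all 10. These designs cannot give a share under 0.05, so these counts of splits alone neither rule in nor rule out a chance assignment of mice. Over both days, 1 of 100 relabellings of the diet, the real one included, gave as many genes, with 101 in the next largest.

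The share of proteins with the same direction of FSR and mRNA at day 30 was below equal shares, and it could follow from the uneven directions of each measure alone. Fisher's exact test, which allows for these, gave p = 0.846 at day 30, and 0.421 at day 25, where the binomial test had not departed from equal shares. The departure from equal shares depended on the scaling between libraries. The binomial p was 0.00280 with median-ratio scaling, while quantile normalization gave a share of 43.6% (exact binomial p = 0.117). No biological explanation was tested.

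The higher mRNA of ribosomal proteins and of the respiratory chain and ATP synthase at day 30 was tested against gene length and GC content. Among random lists matched on length, the median log2 fold change lay at percentile 100 for the ribosomal genes and 100 for the respiratory genes, and among lists matched on GC content at percentile 100 and 100. With median-ratio scaling the respiratory mean was 0.40, but this scaling raises all genes at day 30, so it could not have turned the direction to that of Sup Fig 1E. With TPM, which lowers them, the mean of the respiratory chain and ATP synthase was 0.29, still above 0. The camera test did not pass for either list, and a hypothesis that CR may raise these mRNAs rests on the permutation of the list means alone.

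Pancreas, skeletal muscle and adipose markers made up 0% of the 234 genes changed at day 30. Of 28 markers 3 passed the filter, too few for this percentage to come out otherwise. The filter was passed by 2 of 13 pancreas, 1 of 10 skeletal muscle and 0 of 5 adipose markers, and the highest marker FPKM listed was 11.0. These low values argue against pancreas, skeletal muscle or adipose tissue as the source of most of the changes. A small amount of these tissues, and other tissues without markers in these lists, are left open.

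The narrow range of mRNA changes drawn in Fig. 4 could arise if a ratio of log values was drawn in place of a difference. Within 0.2 of 0 lay 94.1% of matched genes at day 25 and 92.0% at day 30 as a ratio of logs, against 45.9% and 33.7% as a difference. The share set for this explanation was 95%, which neither time point reached, with a limit tighter than the largest change drawn at day 25. The largest absolute value as a ratio of logs was 2.60 at day 25 and 3.83 at day 30, above the largest drawn. A ratio of logs brought most genes near the drawn range but did not account for all of it.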
